# Wnt signaling preserves progenitor cell multipotency during adipose tissue development

**DOI:** 10.1038/s42255-023-00813-y

**Published:** 2023-06-19

**Authors:** Zinger Yang Loureiro, Shannon Joyce, Tiffany DeSouza, Javier Solivan-Rivera, Anand Desai, Pantos Skritakis, Qin Yang, Rachel Ziegler, Denise Zhong, Tammy T. Nguyen, Ormond A. MacDougald, Silvia Corvera

**Keywords:** Differentiation, Molecular medicine, Fat metabolism

## Abstract

Mesenchymal stem/progenitor cells are essential for tissue development and repair throughout life, but how they are maintained under chronic differentiation pressure is not known. Using single-cell transcriptomics of human progenitor cells we find that adipose differentiation stimuli elicit two cellular trajectories: one toward mature adipocytes and another toward a pool of non-differentiated cells that maintain progenitor characteristics. These cells are induced by transient Wnt pathway activation and express numerous extracellular matrix genes and are therefore named structural Wnt-regulated adipose tissue cells. We find that the genetic signature of structural Wnt-regulated adipose tissue cells is present in adult human adipose tissue and adipose tissue developed from human progenitor cells in mice. Our results suggest a mechanism whereby adipose differentiation occurs concurrently with the maintenance of a mesenchymal progenitor cell pool, ensuring tissue development, repair and appropriate metabolic control over the lifetime.

## Abstract (web summary)

Single-cell transcriptomic analysis of human multipotent progenitor cells reveals that upon adipogenic stimulation, Wnt signaling regulates the generation of functional multipotent mesenchymal progenitors, named structural Wnt-regulated adipose tissue resident cells, which maintain the progenitor pool.

## Main

Adult somatic tissues contain specialized cells that define organ- and tissue-specific functions. Replacement of these specialized cells when damaged or dead is essential for continuous tissue and organ function throughout the lifetime and depends on the availability of multipotent stem/progenitor cells capable of differentiating into characteristic cell types. The properties of progenitor cells in epithelial tissues, including skin and intestine and in blood, have been well characterized^1–3^, but how mesenchymal progenitor cells, which are involved in the development of bone, cartilage, muscle and adipose tissues are maintained is less clear.

The mechanisms involved in maintaining an adequate pool of multipotent mesenchymal progenitors are particularly intriguing in the context of obesity, given that a large proportion of these progenitor cells are located in adipose tissue^4,5^. Adipose tissue has the ability to expand massively in adults and in cases of severe obesity, over 50% of body mass can consist of adipose tissue^6^. How the pool of multipotent mesenchymal progenitors is sustained under such conditions of chronic differentiation pressure into the adipocyte fate is not known.

Insights into mechanisms underlying adipocyte differentiation have been obtained primarily in mouse models^7^. Two stages of murine adipocyte formation have been defined. The first is the determination phase, during which multipotent mesenchymal progenitor cells become committed to pre-adipocytes and lose the ability to differentiate into other cell types. The second phase consists of terminal differentiation, during which committed pre-adipocytes express genes for lipid transport and synthesis, form specialized lipid droplets and secrete adipocyte-specific cytokines such as adiponectin. The mechanisms underlying terminal differentiation are better understood and include the sequential expression of members of the CCAAT*/*enhancer binding protein (C/EBP), peroxisome proliferator-activated receptor (PPAR) families and the adipocyte determination and differentiation factor-1/sterol response element binding protein 1c (ADD1/SREBP1c). Enforced expression of Wnt10b, which signals through the canonical Wnt pathway, blocks expression of PPAR-γ and C/EBP*-*α and thereby inhibits terminal differentiation of pre-adipocytes^8–10^.

Much less is known about the determination phase by which multipotent mesenchymal progenitors become committed pre-adipocytes, largely due to the lack of suitable cell models; however, a role for Wnt signaling in pre-adipocyte determination is supported by the finding that *Wnt10b*-null mice display a progressive loss of adipogenic and osteogenic progenitors and premature adipogenesis and osteogenesis^11^. While the mechanisms that control human adipocyte development are less well understood, there is a genetic association between *TCF7L2*, a key effector of the Wnt signaling pathway and type 2 diabetes^12–14^ and between *WNT10B* and the development of obesity^15^, consistent with an important role for Wnt signaling in human adipose tissue development.

Previous work has shown that mesenchymal progenitor cells reside in close association with the microvasculature^16–21^ and we have previously reported that culture conditions that promote angiogenesis also promote the proliferation of multipotent mesenchymal progenitor cells^22,23^ which can give rise to multiple human adipocyte subtypes^24^. Here we sought to leverage this technology to investigate how human adipocytes develop from multipotent progenitor cells, by applying single-cell transcriptomics at key stages of differentiation. We find that rapidly upon adipogenic stimulation, human multipotent mesenchymal progenitor cells split into two well defined developmental trajectories; one trajectory leads to the differentiated adipocyte fate, but another generates a pool of cells that can regain proliferative capacity and the ability to differentiate into multiple lineages, including chondro- and osteogenic fates. This multipotent cell pool is characterized by expression of genes for structural, extracellular matrix proteins and by expression of Wnt target genes. Functional studies indicate the relative distribution of cells among these two trajectories is controlled by canonical Wnt signaling. These results reveal a mechanism, elicited under conditions of strong differentiation pressure, that generates a pool of cells that can regenerate functional multipotent mesenchymal progenitors (structural Wnt-regulated adipose tissue (SWAT) cells). This mechanism potentially explains how human mesenchymal tissues can be maintained and repaired throughout the lifetime.

## Results

### Acute transcriptional remodeling upon adipogenic stimulation

We used a previously described method to generate multipotent progenitor cells from human adult adipose tissues^24^. All procedures were conducted in accordance with the UMass Chan Institutional Review Board ID 14734_13. Briefly, small fragments of subcutaneous adipose tissue destined to be discarded from individuals undergoing elective panniculectomy surgery were embedded in Matrigel within 6 h of surgery. After 14 d in culture, extensive growth of capillary sprouts was observed (Fig. 1a). Sprouts were digested using dispase and collagenase type I and plated in plastic culture dishes, where attached cells adopted a fibroblastic homogenous phenotype characteristic of mesenchymal progenitor cells (Fig. 1a). After two passages, cells were frozen for further studies.

**Fig. 1:**
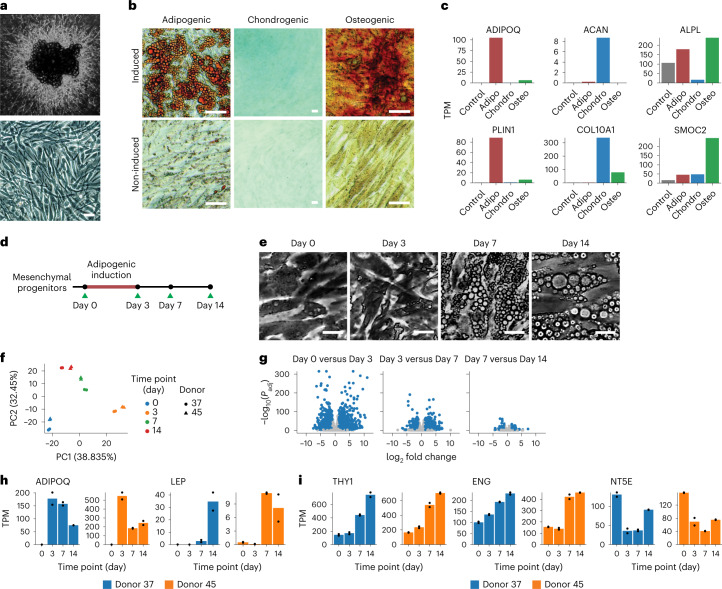
Dynamic transcriptomic changes in multipotent mesenchymal progenitors from human adipose tissue undergoing adipogenic differentiation. **a**, Mesenchymal progenitor cells expanded from adipose tissue explants in three-dimensional culture (top), plated and grown to confluence in two-dimensional culture dishes (bottom; scale bar, 50 μm). **b**, Images of progenitors induced toward adipogenic, chondrogenic or osteogenic cell fates for 10 d. Adipogenic-induced cells were stained with Oil Red O, chondrogenic-induced cells with Alcian blue 8GX and osteogenic-induced cells with Alizarin red S. Scale bar, 50 μm. **c**, Marker genes for progenitors differentiated toward adipogenic, chondrogenic and osteogenic lineages identified using their transcriptomic profile. Bars are means of technical replicates from *n* = 1 wells subjected to the indicated differentiation cocktails. TPM, transcripts per million. **d**, Schematic of the adipogenesis time-course study. **e**, Representative images of mesenchymal cells induced toward adipogenic fate for 0, 3, 7 and 14 d. Scale bar, 50 μm. **f**, Scatter-plot of the first two principal components of bulk RNA-seq results from two independent cultures, each from two independent donors, separately expanded and used to obtain RNA at 0, 3, 7 or 14 d after adipogenic induction. PCA was performed on the expression of the top 1,000 most variable genes across all *n* = 16 samples. **g**, Volcano plots of the differential gene expression analysis results between consecutive time points. **h**,**i**, Time courses of *ADIPOQ* and *LEP* and of mesenchymal progenitor markers *THY1* (*CD90*), *ENG* (*CD105*) and *NT5E* (*CD73*).

We compared cells obtained by this three-dimensional culture method with the traditional method to obtain progenitor cells from the stromal vascular fraction (SVF) obtained by collagenase digestion of excised tissue (Extended Data Fig. 1a,b). A greater degree of side scatter indicated more heterogeneity in cells obtained by collagenase digestion after plating and passaging, compared to cells expanded in Matrigel (Extended Data Fig. 1c). Both populations displayed cell surface markers THY1 (CD90), ENG (CD105) and NT5E (CD73) (Extended Data Fig. 1d), which define canonical mesenchymal progenitor cell identity^25^ and both populations displayed adipogenic potential as assessed by expression of adiponectin (*ADIPOQ*), an adipocyte-specific cytokine and perilipin 1 (*PLIN1*), an adipocyte lipid droplet-associated protein, following adipogenic induction (Extended Data Fig. 1e). A clear advantage of the three-dimensional culture system is the yield of cells per gram of adipose tissue, which is over 100× greater at passage 2 and over 1,000× greater with further (>5) passages. Mesenchymal progenitor cells obtained by three-dimensional culture retain multipotency, as monolayers exposed to adipose, chondro- or osteogenic differentiation medium for 10 d stained positively for neutral lipid, proteoglycan or calcium, respectively (Fig. 1b). Multipotent differentiation was also seen in their gene expression profiles, where genes associated with the adipogenic (*ADIPOQ* and *PLIN1*), chondrogenic (aggrecan (*ACAN*) and collagen type X α1 chain (*COL10A1*)) or osteogenic (alkaline phosphatase (*ALPL*) and osteonectin-related modular calcium-binding protein 2 (*SMOC2*)) lineages were selectively expressed in response to each cocktail (Fig. 1c). Notably, not all cells underwent differentiation upon adipogenic induction, as cells lacking lipid droplets could be detected alongside lipid replete cells (Fig. 1b).

To explore the timeline for commitment of multipotent cells to the adipogenic fate, we conducted bulk RNA-seq on cells from two independent donors at 0, 3, 7 and 14 d following adipogenic induction with a minimal cocktail of insulin, methyl isobutyl xanthine and dexamethasone added to DMEM (Fig. 1d). These represent times before (0 and 3 d) and after (7 and 14 d) visible lipid droplet accumulation (Fig. 1e). Principal-component analysis (PCA) (Fig. 1f) reveals the largest changes occur between 0 and 3 d of exposure with little variance attributable to the tissue donor. The number of differentially expressed genes between 0 and 3 d of differentiation (3,268 genes) is higher than that seen between 3 and 7 d (1,908 genes) or between 7 and 14 d (413 genes) (Fig. 1g), indicating that major transcriptomic events occur before lipid droplet accumulation. Expression of *ADIPOQ* decreases after 3 d (Fig. 1h), indicating that commitment to the adipogenic fate occurs between 0 and 3 d after induction. Additional adipocyte development continues beyond 3 d, as evidenced by increasing expression of leptin (*LEP*), another canonical adipocyte cytokine (Fig. 1h). Unexpectedly, expression of mesenchymal progenitor cell markers *THY1* and *ENG* increased and *NT5E* remained expressed, over the differentiation time course (Fig. 1i).

### Adipogenic induction elicits two distinct fate trajectories

To understand the importance of the simultaneous increase in adipocyte and stem cell markers during the differentiation trajectory, we performed single-cell RNA-seq on two cell pools, one corresponding to multipotent progenitors grown to confluency but not subjected to any differentiation stimuli (non-induced progenitors) and the second corresponding to progenitors exposed to adipogenic medium for 3 d, at which point cells displayed minimal lipid accumulation and remained amenable to microfluidic-based single-cell profiling (Fig. 2a and Extended Data Fig. 2a–d). Projection of cells from these two pools by the top two principal components showed the two populations were non-overlapping (Fig. 2b), indicating that all cells undergo extensive transcriptomic changes upon adipogenic induction. Of note, a broader transcriptomic spectrum is seen in cells subjected to adipogenic induction, as evidenced by the larger distance in the orthogonal first and second principal components.

**Fig. 2:**
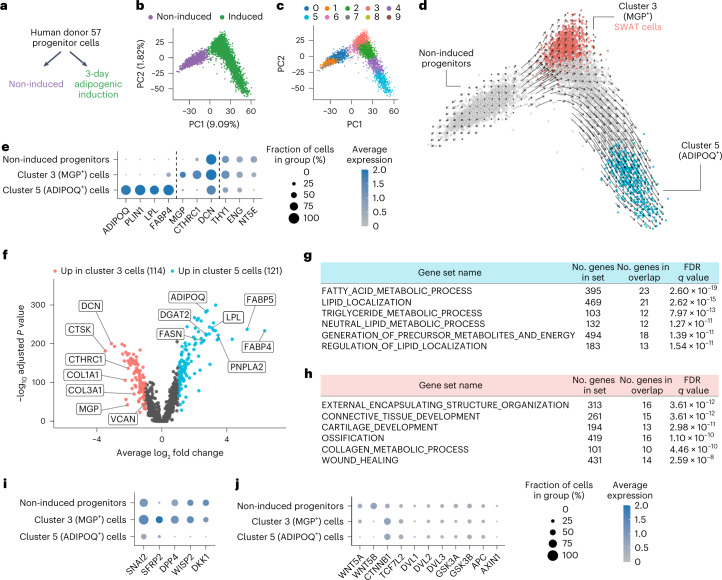
Single-cell RNA-seq of induced adipose progenitors. **a**, Schematic of the early adipogenesis single-cell transcriptomic profiling study. **b**, PCA projection of the single-cell profile of 6,615 cells (3,226 non-induced; 3,430 adipogenic-induced; mean number of genes per cell, 3,382). **c**, Clustering of the single cells with Louvain algorithm. **d**, Inference of developmental trajectory with RNA velocity. Red and blue colored cells represent clusters at the terminals of two projected fate trajectories. **e**, Expression of representative cluster 5 (*ADIPOQ*, *PLIN1*, *LPL* and *FABP4)*, cluster 3 (*MGP*, *CTHRC1* and *DCN*) and mesenchymal progenitor cell marker genes. **f**, Volcano plot comparing cluster 3 and cluster 5 cell gene expression, with differentially expressed genes highlighted. Tested features were limited to genes detected in >25% cells in at least one of the clusters. Differentially expressed genes were defined as those with log_2_ fold change > 1 and adjusted *P* value < 0.001. **g**, Top six significantly enriched gene sets of genes upregulated in cluster 5/*ADIPOQ*^+^ cells. **h**, Top six significantly enriched gene sets of genes upregulated in the cluster 3/SWAT cells. **i**, Dot-plot of the canonical Wnt target genes that were significantly upregulated in cluster 3 cells. **j**, Dot-plot of the detected Wnt ligands and core Wnt pathway members.

To gain insight on the nature of the transcriptomic variance, we clustered the single cells into subgroups. Cells subjected to adipogenic induction could be divided into a larger number of clusters, consistent with the PCA (Fig. 2c); however, analysis of developmental trajectory using RNA velocity indicated that, upon induction, progenitors differentiate along two distinct trajectories toward two cell fates (Fig. 2d). The terminal of one trajectory (corresponding to cluster 5) expressed adipocyte-specific genes including *ADIPOQ*, *PLIN1*, lipoprotein lipase (*LPL*) and fatty acid binding protein 4 (*FABP4*) (Fig. 2e and Extended Data Fig. 2e), while the terminal of the other trajectory (cluster 3) did not. Instead, this developmental trajectory was characterized by induction of genes including matrix gla protein (*MGP*) and collagen triple helix repeat containing 1 (*CTHRC1*), which encode for extracellular matrix proteins (Fig. 2e and Extended Data Fig. 2e) and retained expression of genes for mesenchymal stem/progenitor cells markers *THY1*, *NT5E* and *ENG*, as well as for structural proteins seen in non-differentiated cells such as decorin (*DCN*) (Fig. 2e and Extended Data Fig. 2e).

### Cluster 3 cells express canonical Wnt target genes

To further investigate the identity of the non-adipogenic, cluster 3 cells, we conducted differential gene expression analysis comparing cluster 3 and cluster 5 (Fig. 2f). As expected, cluster 5 was enriched in genes associated with adipocyte-specific pathways (Fig. 2g). In contrast, cluster 3 cells were enriched in genes associated with connective tissue development, mostly comprising extracellular matrix proteins (Fig. 2h). Notably, these cells did not express osteocyte (osteocalcin/*BGLAP*, osteopontin/*SPP1*) or chondrocyte (aggrecan/*ACAN*, cartilage collagen/*COL2A1*) markers, suggesting that they do not represent cells undergoing differentiation into an alternative mesenchymal cell lineage. Further analysis of cluster 3 cells revealed that multiple canonical Wnt target genes (*SFRP2, DPP4, DKK1, SNAI2* and *WISP2*) were significantly upregulated (Fig. 2i and Extended Data Fig. 2f). Upstream components of canonical Wnt signaling included genes for ligands (*WNT5A* and *WNT5B)* and core pathway elements including β-catenin (*CTNNB1*) and *TCF7L2* (Fig. 2j). We analyzed bulk RNA-seq transcriptome profiles of cells from additional donors and confirmed that expression of Wnt signaling elements occurs consistently upon induction of differentiation (Extended Data Fig. 2g,h). Moreover, ligand–receptor analysis of potential interactions between *ADIPOQ*^+^ and *MGP*^+^ cells revealed ephrin B1 (*EFNB1*) in cluster 5 and ephrin type-B receptor 6 (*EPHB6*) in cluster 3 cells (Extended Data Fig. 2i,j) which produce repulsive forces in response to Wnt signaling in other cellular contexts^26^. Other significant interactions between cluster 5 and cluster 3 cells included collagen/integrin and other structural extracellular proteins interacting with cognate receptors (Supplementary Table 2). Given the simultaneous induction of genes encoding for structural elements and of genes reflective of Wnt signaling activity, we named cluster 3 cells as SWAT cells.

### SWAT cells retain progenitor features and have high Wnt activity

To further investigate the functional characteristics of SWAT cells, we leveraged the fact that accumulation of lipid droplets during adipocyte differentiation decreases cell density. Adipogenic cells could thereby be separated from non-adipogenic cells by centrifugation through Percoll gradients (Fig. 3a). Mesenchymal progenitors that were not induced to differentiate were recovered between the 1.02–1.04 g ml^−1^ density steps (referred to as high-density (HD) cells), whereas cells differentiated for 7 d were recovered in two populations (Fig. 3b), one at the 1.01–1.02 g ml^−1^ (adipogenic culture low-density (A-LD) cells) and another between 1.03–1.04 g ml^−1^ density steps (adipogenic culture high-density (A-HD) cells). 

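RNA from the A-HD and A-LD fractions of cultures induced for 7 d was sequenced as 1 library per fraction, so there are no replicates and no test was made between the fractions. The cells were mesenchymal progenitors grown out of human subcutaneous adipose tissue, which are primary cells and not an established line. The methods describe an earlier version of the Percoll gradient, tied to Fig. 3a–c, and a later one, and do not name which of them gave the RNA used for sequencing. Stranded mRNA libraries were read with 75-cycle single-end sequencing, and the authors ran RSEM in the DolphinNext pipeline to map the reads and quantify each gene. They deposited TPM, a length-scaled unit in which the values of each library add up to 1000000, for 25807 genes. The TPM table keeps no record of the number of reads, and the reads and counts themselves were not used here, so no depth and no counting error are given. A TPM above 0 was listed for 16497 genes in A-HD and 16543 genes in A-LD, and values were rounded to 2 decimals. Here the fractions were compared as the log2 ratio of (TPM + 1), A-LD over A-HD, so that a positive value means a higher level in A-LD. The added 1 shrinks the ratio of genes with a low TPM. The gene lists were the top 40 genes of the ADIPOQ+ cells and the top 40 genes of the SWAT cells printed in Fig. 6d, which are shorter than the paper's lists of 121 and 114 genes for the same clusters. The full lists were not used here, so the values given for them speak for the top 40 genes. All of these lists come from single cells at an earlier time of induction than the 7 d of the libraries. MT-ND6 is the only one of the 80 genes with no row in the table, which lists no mitochondrial genes, and PLPP3 is listed under its older symbol PPAP2B. A list was described by the percentile of its median log2 ratio among 10000 random lists of the same size, in which each gene was replaced by one of the 100 genes nearest to it in expression.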

Upon replating, A-LD cells contained abundant lipid droplets, while HD and most A-HD cells did not (Fig. 3c). Quantitative PCR with reverse transcription (qRT–PCR) confirmed a significant enrichment of *ADIPOQ* in A-LD cells and of *MGP* in A-HD cells (Fig. 3d). Moreover, bulk RNA-seq confirmed that all cluster 5 markers were enriched in the A-LD cells, whereas SWAT cell markers were enriched in the A-HD cells (Fig. 3e), confirming that the separation approach was effective and allowing further characterization.

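Of the ADIPOQ+ signature, 38 of 39 genes had a higher TPM in A-LD than in A-HD, with a median log2 ratio of 1.09. The exception was MEST, at 139 TPM in A-HD and 92.3 TPM in A-LD, a log2 ratio of −0.59. Of the SWAT signature, 39 of 40 genes had a higher TPM in A-HD, with a median log2 ratio of −1.24. Here the exception was PDK4, at 40.8 TPM in A-HD and 47.3 TPM in A-LD, a log2 ratio of 0.21. As a description of these libraries, the ADIPOQ+ median lay above the medians of all 10000 random lists of similarly expressed genes, of which the central 95% ran from −0.14 to 0.24. The SWAT median lay below all of its random lists, of which the central 95% ran from −0.23 to 0.14. The libraries as a whole were shifted toward A-HD, with a median log2 ratio of −0.20 over the 6644 genes with a mean TPM of at least 10. Relative to that shift, which is the alternative that moved the signatures most, the medians were 1.30 for the ADIPOQ+ genes and −1.04 for the SWAT genes.

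ADIPOQ itself had 307 TPM in A-HD and 596 TPM in A-LD, a log2 ratio of 0.95. It lies on chromosome 3 of GRCh38 (GENCODE v44) from 186842704 to 186858463, with 3 exons in its canonical transcript, and ADIPOQ-AS1 overlaps it on the opposite strand. MGP had 118 TPM in A-HD and 63.1 TPM in A-LD, a log2 ratio of −0.89. It lies on chromosome 12 from 14880864 to 14885857, with 4 exons, and C12orf60 overlaps it on the opposite strand. MEST, on chromosome 7 from 130486171 to 130506465, is overlapped on the opposite strand by MESTIT1 and COPG2, and PDK4, on the same chromosome from 95583499 to 95596516, by PDK4-AS1. The paper's text does not state whether the counting used the strand of the reads, so these 4 values are uncertain to that extent. Single genes varied widely between the libraries. Among the 100 genes nearest to ADIPOQ in expression, the central 95% of log2 ratios ran from −1.58 to 1.15, and among those nearest to MGP they ran from −1.21 to 1.06, so neither gene lay outside its neighbours.

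**Figure D1:**
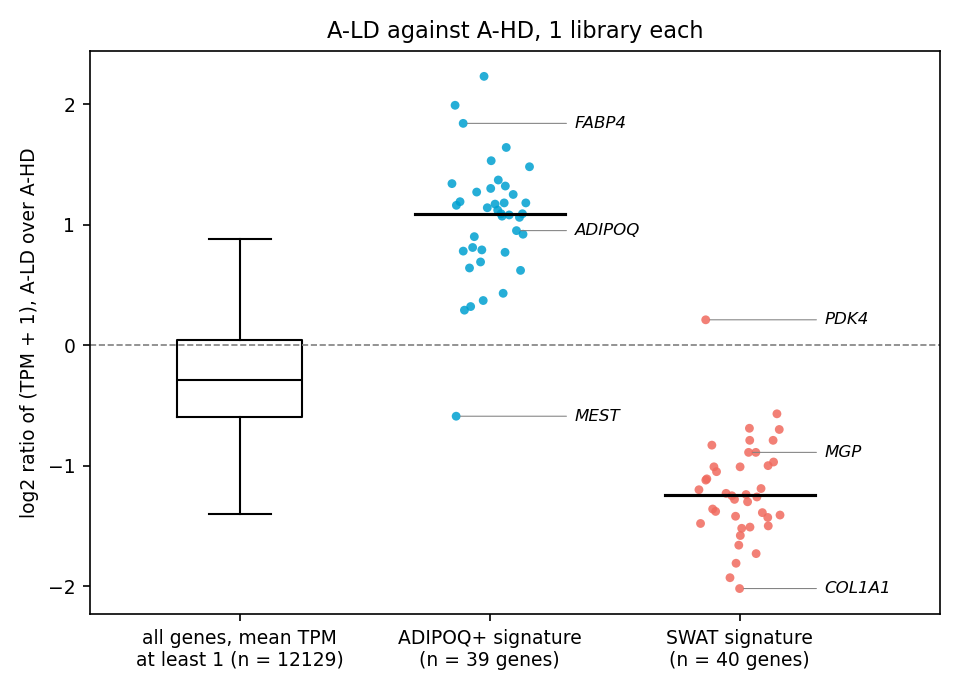
Log2 ratio of (TPM + 1), A-LD over A-HD, for all 12129 genes with a mean TPM of at least 1 (box, quartiles and median; whiskers, central 95%) and for each gene of the ADIPOQ+ signature (blue points, 39 genes) and the SWAT signature (red points, 40 genes), with 1 library per fraction. Black lines mark the medians of 1.09 and −1.24, and MEST and PDK4 are the only points of their signatures on the other side of 0.

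The paper first reports lipid droplets in replated A-LD cells and qRT–PCR of ADIPOQ and MGP in the fractions. It then adds the enrichment of cluster 5 markers in A-LD and of SWAT markers in A-HD in Fig. 3e. It concludes that the density separation was effective and that the fractions could be characterized further.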

**Fig. 3:**
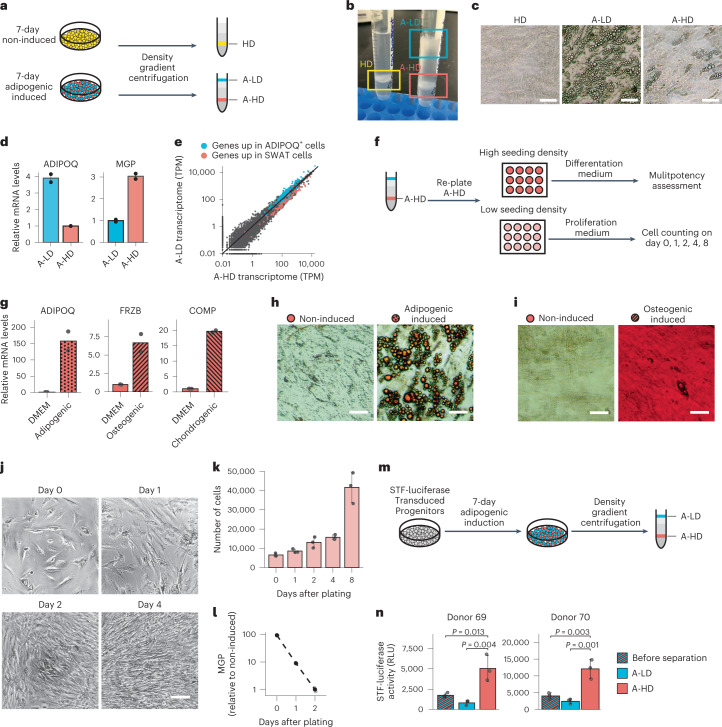
SWAT cells are multipotent mesenchymal progenitors with high canonical Wnt activity. **a**, Schematic of the cell separation assay with Percoll density gradient centrifugation. **b**, Image of cells after density centrifugation. **c**, Separated cell layers from **b**, re-seeded in multi-well plates. Images were taken 72 h after seeding. **d**, qRT–PCR assessment of *ADIPOQ* and *MGP* messenger RNA levels in A-LD and A-HD from 7-d adipogenic-induced cells (*n* = 2). **e**, Scatter-plot of each detected gene’s TPM values between the high- and low-density cells measured by bulk RNA-seq. Genes highlighted in blue were the 121 genes enriched in the cluster 5/*ADIPOQ*^+^ cells, as identified by differential expression analysis of single-cell RNA-seq presented in Fig. 2f and genes highlighted in red were the 114 genes enriched in the cluster 3/SWAT cells. **f**, Schematic of the experiment assessing multipotent and proliferative potential of A-HD cells obtained from 7-d adipogenic-induced cells. For low-seeding-density plating, 10,000 cells were plated per well in a 96-well plate; for high-seeding-density plating, 30,000 cells were plated per well. **g**, mRNA levels of adipogenic (*ADIPOQ*), chondrogenic (*COMP*) and osteogenic (*FRZB*) lineage markers of A-HD after 3-d lineage differentiation (*n* = 2). **h**, Oil Red O staining of A-HD after 10-d adipogenic induction. Scale bar, 50 μm. **i**, Alizarin red S staining of A-HD after 10-d osteogenic induction. Scale bar, 50 μm. **j**, Phase images of A-HD after growth for indicated days in progenitor growth medium. Scale bar, 100 μm. **k**, Cell counts of A-HD after indicated days in progenitor growth medium (*n* = 3). **l**, qRT–PCR assessment of *MGP* mRNA levels in A-HD cells collected after indicated days in progenitor growth medium. **m**, Schematic of cell separation assay with STF luciferase reporter. **n**, STF luciferase levels in A-LD and A-HD cells before and after cell separation (*n* = 3, *P* values are determined by one-way analysis of variance (ANOVA)). RLU, relative light units. All data plots are shown as mean ± s.d. Each dot represents a data point from a biological replicate. Source data

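A TPM above 0 was listed in at least 1 of the fractions for 17423 genes, and 12129 genes had a mean TPM of at least 1. Of the latter, 204 were at least 2-fold higher in A-LD and 1043 at least 2-fold higher in A-HD, so 16.4% of these genes lay on the A-LD side and 83.6% on the A-HD side. With log2 ratios centred on their median over genes with a mean TPM of at least 10, the counts were 375 in A-LD and 585 in A-HD, or 39.1% and 60.9%. The largest log2 ratios toward A-LD among genes with a mean TPM of at least 10, apart from the short RNAs MIR3648-1 and SCARNA17, were those of CHI3L2 at 2.23, ADIRF at 1.99, MESP1 at 1.87 and FABP4 at 1.84. FABP4 rose from 2802 TPM in A-HD to 10039 TPM in A-LD. CHCHD10 at 1.79, AZGP1 at 1.73, MRAP at 1.69 and THRSP at 1.66 completed the top 10 genes. Toward A-HD the largest were NARR at −2.53, PAPPA at −2.18, FBN2 at −2.14, FN1 at −2.12, SYNPO2 at −2.12, AKAP2 at −2.11, SVEP1 at −2.07, SMARCA5-AS1 at −2.03, COL1A1 at −2.02 and ITGA1 at −2.01. FN1 had 5822 TPM in A-HD and 1335 TPM in A-LD. NARR and AKAP2 are older symbols of RAB34 and PALM2AKAP2, genes that have other rows in the table as well, and SMARCA5-AS1 overlaps SMARCA5 on the opposite strand, so these 3 ratios depend on how reads were shared between overlapping genes.

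The log2 ratio fell with transcript length, with a Spearman rho of −0.40 across the genes with a mean TPM of at least 10 that have a length in GENCODE v44, which are not independent replicates. In 10 groups of equal size by length, its median was 0.17 for the shortest genes and −0.55 for the longest. Lengths were those of the canonical transcripts on GRCh38, whereas the authors' reads were mapped to GRCh37.

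**Figure D2:**
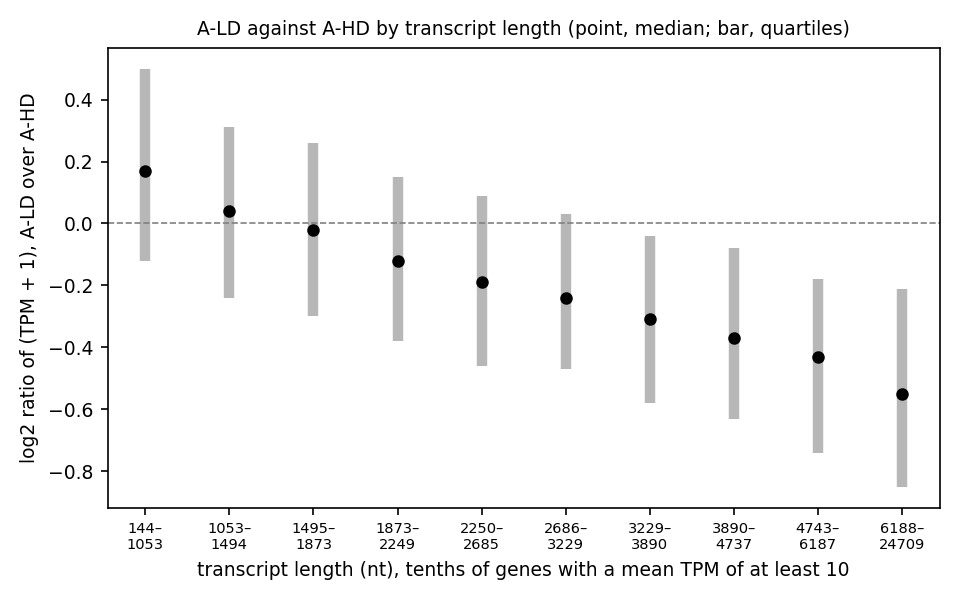
Log2 ratio of (TPM + 1), A-LD over A-HD, in 10 groups of genes ordered by transcript length in nt, for genes with a mean TPM of at least 10 and 1 library per fraction. Points are medians and bars run between the quartiles, and the median falls from the shortest group to the longest.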

To determine whether SWAT cells retain multipotency, A-HD cells obtained after 7 d of adipogenic differentiation were replated and exposed to either adipogenic, osteogenic or chondrogenic differentiation medium. After 3 d, RNA was extracted and expression of early lineage markers previously defined for adipo-, chondro- and osteogenic fates (Extended Data Fig. 3) was measured by qRT–PCR. SWAT cells expressed each of the lineage markers (Fig. 3g) indicating that they can undergo multiple mesenchymal cell fates. Parallel cultures of cells induced with adipogenic or osteogenic cocktails stained after 10 d revealed lipid droplets and calcium aggregates upon adipogenic or osteogenic differentiation, respectively (Fig. 3h,i), verifying differentiation into functional mesenchymal cell lineages. To determine proliferative capacity, A-HD cells were plated at low seeding density and cultured in the medium used to expand multipotent progenitors. Within 24 h, cells began to proliferate and regained the spindle-like fibroblastic morphology characteristic of progenitor cells (Fig. 3j,k). Moreover, *MGP* expression declined in parallel, indicating that cells revert to a low Wnt- activity state resembling the non-induced, *MGP*-negative progenitors (Fig. 3l).

SWAT cells have elevated expression of canonical Wnt target genes, suggestive of Wnt activation. To verify that Wnt signaling is active in SWAT cells, we used the Super TopFlash (STF) reporter^27^, which contains seven *LEF*/*TCF* binding sites controlling expression of firefly luciferase. The STF reporter was transduced into progenitor cells before adipogenic induction and 7 d later cells were separated by Percoll density centrifugation (Fig. 3m). A-HD cells displayed significantly higher reporter activity compared to A-LD cells, confirming that SWAT cells have elevated canonical Wnt activity.

### Wnt controls balance between adipogenic and SWAT fates

The observation of high Wnt activity and Wnt target gene expression in SWAT cells raised the possibility that Wnt signaling plays a functional role in the maintenance of multipotent progenitor cells. To test this possibility, we examined the effects of perturbing canonical Wnt signaling during adipogenic induction. CHIR99021 acts by inhibiting GSK3 and preventing phosphorylation-induced degradation of β-catenin, thus enhancing Wnt signaling. In preliminary experiments (Fig. 4a), we found that at concentrations above 0.5 μM CHIR99021 resulted in a decrease in ATP levels and an increase in membrane permeability, suggestive of compromised cell viability. Accordingly, we used a lower dose (0.4 μM) and restricted exposure to the days during which fate determination occurs (days −1 to 3 of adipogenic induction) (Fig. 4b). Exposure to the inhibitor for only 2 d (from −1 to +1 d of induction) resulted in a decreased expression of *ADIPOQ* and reciprocal increase in *MGP* expression in response to adipogenic induction (Fig. 4c), although *MGP* levels were more variable. These effects were durable, as the number and size of lipid droplets measured 9 d after induction were decreased even when exposure to CHIR99021 was restricted to 1 d before addition of the adipogenic cocktail (Fig. 4d).

**Fig. 4:**
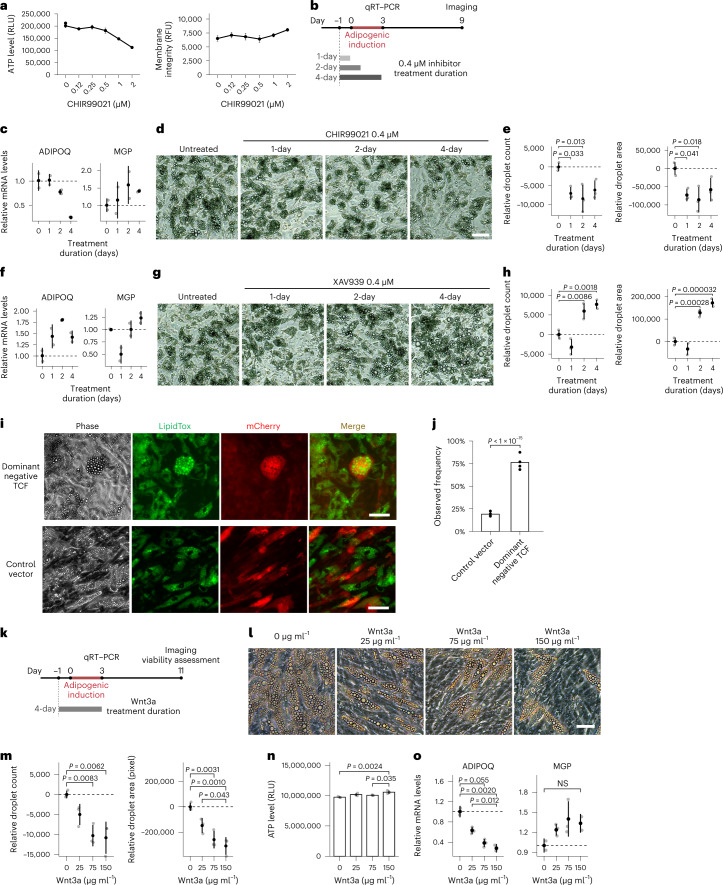
Canonical Wnt signaling controls cell fate balance between adipogenic differentiation and progenitor maintenance. **a**, ATP levels (left) and membrane permeability (right) in 10-d adipogenic-induced cells exposed to CHIR99021 (*n* = 3). **b**, Schematic of the assay assessing effects of low dose, acute Wnt perturbation. **c**, *ADIPOQ* and *MGP* mRNA in cells treated with 0.4 μM CHIR99021 as in **b**, after 3 d of differentiation (*n* = 2). **d**, Images of cells treated with 0.4 μM CHIR99021 as in **b**, after 9 d of differentiation. **e**, Lipid droplet quantification of cells in (**c**) (*n* = 3). **f**, *ADIPOQ* and *MGP* mRNA levels of cells treated with 0.4 μM XAV939 after 3 d of differentiation (*n* = 2). **g**, Images of cells treated with 0.4 μM XAV939 as indicated in **b**, after 9 d of differentiation. **h**, Lipid droplet quantification of cells in **g** (*n* = 3). **i**, Fluorescence microscopy images of 7-d adipogenic-induced cells transduced with vectors expressing control or dominant-negative TCF and an mCherry reporter 72 h before adipogenic induction. Cells were stained with LipidTOX Green neutral lipid stain before imaging. **j**, Frequency of adipogenesis among the transduced, mCherry-positive cells. Quantitation represents four independent experiments with cells from four separate donors. A 2 × 2 contingency table was built for the quantification from each experiment (Extended Data Fig. 4b,d,f,h) and the *P* value was determined by two-sided Cochran–Mantel–Haenszel chi-squared test. **k**, Schematic of the assay to assess effects of acute canonical Wnt activation with recombinant Wnt3a during initial days of adipogenic induction. **l**, Images of cells treated with Wnt3a per described in **k**. **m**, Lipid droplet quantitation of cells in **l** (*n* = 3). **n**, ATP level of cells in **l** measured immediately after live-cell imaging (*n* = 3). **o**. *ADIPOQ* and *MGP* mRNA levels of cells treated with Wnt3a measured by qRT–PCR after 3 d of differentiation (*n* = 2). All data plots in this figure are shown as means ± s.d. Each dot represents a data point from a biological replicate unless stated otherwise. One-way ANOVA is used for statistical analysis unless stated otherwise. Scale bars, 50 μm. NS, not significant. Source data

To test whether suppression of canonical Wnt signaling would have the converse effect, we tested the effects of XAV939, a tankyrase inhibitor that stabilizes AXIN and promotes β-catenin degradation^28^. An increase in *ADIPOQ* levels at day 3 (Fig. 4f) and an increase in lipid droplet number and size at day 9 (Fig. 4g,h) were seen in response to 1–2 d of exposure to the Wnt inhibitor. Notably, *MGP* expression level changes in response to CHIR990021 or XAV939 trended opposite in direction to expression level changes in *ADIPOQ* (Fig. 4c,f).

As GSK3 and tankyrase have substrates beyond β-catenin and AXIN, respectively^28–30^, we sought to verify our findings by perturbing Wnt signaling with orthogonal genetic approaches. We leveraged two Wnt pathway modulating reagents, a dominant-negative *TCF* construct (dnTCF) and a constitutively active β-catenin (dpBCat)^31^. Expression of dnTCF in adipogenic-induced human mesenchymal progenitor cells gave rise to adipocytes that seemed larger in comparison to the neighboring mCherry-negative adipocytes (Fig. 4i) and in comparison to those transduced with control mCherry vector (Fig. 4i). To quantitatively assess whether dnTCF transduction promoted the adipogenic fate, we quantified the number of mCherry-positive cells containing lipid droplets in cultures transduced with dnTCF or control vector. Quantifying multiple fields of cells from four independent donors (Extended Data Fig. 4), 68–88% of mCherry-positive cells observed after transduction with dnTCF contained lipid droplets, compared to only 17–23% of mCherry-positive cells transduced with control vector (Fig. 4j), indicating that inhibition of Wnt signaling promotes the adipogenic fate.

Despite robust expression of in HEK293 cells, we were unable to find mCherry-positive cells upon transduction of mesenchymal progenitors with dpBCat, suggesting that chronic Wnt activation or activation above physiological levels is toxic to these cells. As an alternative orthogonal approach, we stimulated progenitors with recombinant Wnt3a protein, which elicits canonical Wnt signaling through broad interactions with multiple receptors^32^, during days −1 to 3 of adipogenic induction (Fig. 4k). This early exposure to Wnt3a resulted in a dose-dependent decrease in the number and size of lipid droplets measured at day 11 post-induction (Fig. 4l,m), with no impact on cell viability (Fig. 4n). Decreased expression of *ADIPOQ* and an opposite trend in *MGP* expression were also observed by RT–PCR (Fig. 4o), consistent with results obtained with Wnt signaling activation upon pharmacological inhibition of GSK3 (Fig. 4c–e). Taken together, our results suggest that human mesenchymal progenitor cells are highly sensitive to canonical Wnt signaling and subtle activation of this pathway is sufficient to shift cell fate toward maintenance of a non-differentiated progenitor pool.

### Wnt activity is induced before cell fate determination

The results above indicate that early, transient perturbation in Wnt signaling is sufficient to result in long-term changes in adipose differentiation. To determine whether Wnt activation actually occurs early after adipogenic induction, we measured Wnt activity over time using the STF luciferase reporter in cells maintained under proliferating conditions, under non-proliferating conditions in the absence of adipogenic induction and in response to adipogenic induction. Induction of Wnt activity was seen only upon adipogenic induction, appearing within 24 h and peaking within 48 h (Fig. 5a). In parallel, we observed the emergence of two cell fates, evidenced by the mutually exclusive expression of *MGP* and *FABP4* mRNA detected by RNAscope (Fig. 5b). Expression was undetectable in non-induced cells but was detectable at day 2. Between days 2 and 3, the number of cells expressing either *MGP* or *FABP4* increased significantly (Fig. 5b,c), but the intensity of each transcript per cell did not (Fig. 5b,d), indicating a rapid commitment of cells to each fate concomitantly with induction of Wnt signaling. Quantification of signal intensities of each transcript per cell within multiple fields confirmed that expression was largely mutually exclusive and that more cells expressed *MGP* or *FABP4* over time (Fig. 5e). Together our results are consistent with a model whereby adipogenic stimulation of multipotent mesenchymal progenitors elicits Wnt signaling, which generates a population of cells (SWAT cells) that are capable of proliferating and replenishing the progenitor pool (Fig. 5f).

**Fig. 5:**
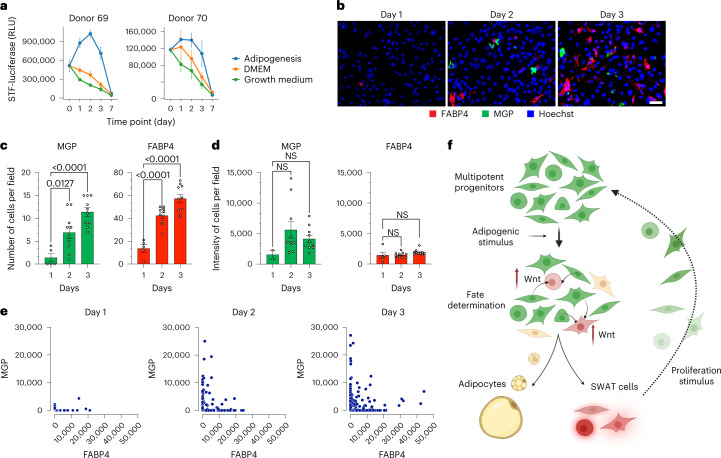
Early canonical Wnt signaling induced by adipogenic stimuli coincides with progenitor cell fate. **a**, Time-course measurement of canonical Wnt activity upon adipogenic induction on two separate donor cells expressing STF luciferase reporter. **b**, Representative RNAscope images of 1-, 2- and 3-d adipogenic-induced cells probed for *FABP4* (red), *MGP* (green) and 4,6-diamidino-2-phenylindole (DAPI) (blue). Scale bar, 50 μm. **c**,**d**, Quantitation of *MGP-* and *FABP4*-positive cell number (**c**) and total signal intensity (**d**) from RNAscope images of 1-, 2- and 3-d adipogenic-induced cells. Each data point represents quantification from one distinct field on the coverslip (*n* = 10). Data are shown as mean ± s.d. One-way ANOVA was used for statistical analysis. **e**, Scatter-plots of *FABP4* and *MGP* intensity of individual cells. Each dot represents one cell. **f**, Model depicting potential sequence of events upon adipogenic induction, consistent with data presented. Canonical Wnt activity is upregulated early upon receiving adipogenic signal, followed by fate determination leading to emergence of SWAT cells and early adipocytes. SWAT cells can regain proliferative capacity and multipotency. Source data

### SWAT cells in adipose tissue in vivo

We next sought to determine whether SWAT cells are present during human adipose tissue development in vivo. We leveraged a model in which human mesenchymal progenitor cells are implanted into immunocompromised mice (Fig. 6a) and generate a functional human/mouse hybrid adipose depot (Fig. 6b)^33^. Analysis of human transcript-specific reads in adipose tissue formed 8 weeks after implantation revealed expected expression of human adipocyte genes, as well as expression of mesenchymal progenitor markers and canonical Wnt target genes (Fig. 6c) indicating that a pool of multipotent progenitors was actively maintained in an in vivo environment. We further selected the top 40 genes differentially expressed between SWAT and *ADIPOQ*^+^ cells to generate a signature for each cell type (Fig. 6d) and analyzed these signatures both during adipocyte differentiation in vitro (Fig. 6e) and during adipose tissue formation in vivo (Fig. 6f). We find that SWAT and *ADIPOQ*^*+*^ cell signatures are rapidly induced and persist both in vitro and in vivo after tissue development.

**Fig. 6:**
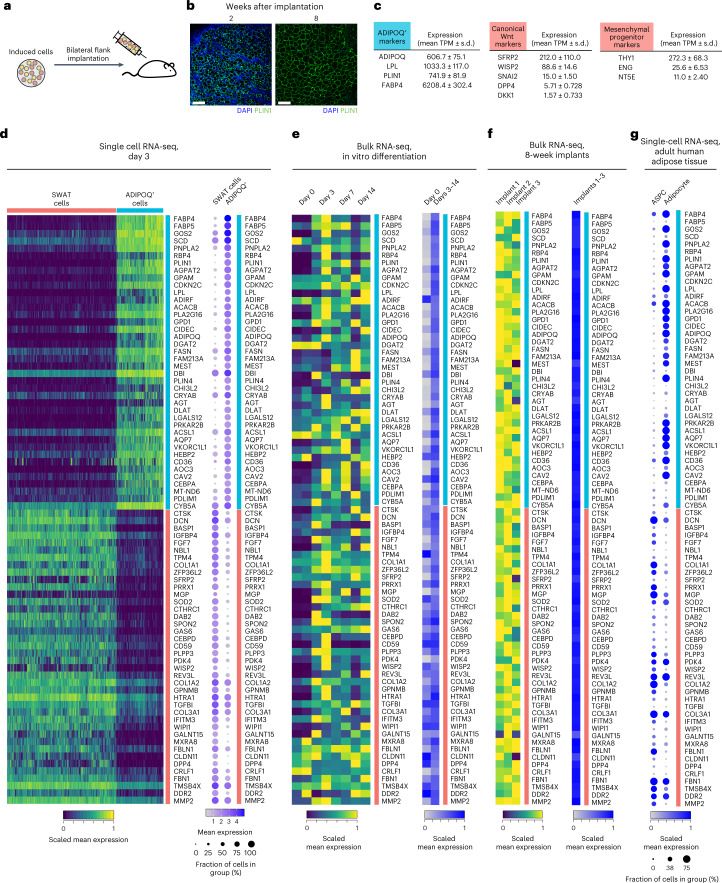
Evidence for SWAT cells in developing and adult adipose tissue in vivo. **a**, Schematic of the human adipogenic-induced progenitor mouse implantation model. **b**, Histological sections of implants 2 weeks (left) and 8 weeks (right) after injection. Scale bar, 150 μm. **c**, mRNA levels of the *ADIPOQ*^+^ cell markers and canonical Wnt target genes in the implants measured by bulk RNA-seq. Results represent summary of three implants from three mice. **d**, Heat maps of individual cells and summary dot-plot of gene expressions of the top 40 differentially expressed gene from SWAT and *ADIPOQ*^+^ cells, derived from the single-cell dataset described in Fig. 2. **e**, Gene expression of the top 40 marker gene of SWAT and *ADIPOQ*^+^ cells from the adipogenesis time course bulk RNA-seq dataset described in Fig. 1d, presented as individual samples (left) or summarized by adipogenic induction status (right). **f**, Heat maps of expression of the top 40 differentially expressed gene of SWAT and *ADIPOQ*^+^ cells from the human reads of the implant dataset presented as individual samples (left) or summarized (right). **g**, Dot-plot of gene expression of the top 40 marker gene of SWAT and *ADIPOQ*^+^ cells in the published single-cell/single-nuclei adipose tissue transcriptome of adult human ages 29–73 years published by Emont et al.^34^.

To determine whether the SWAT and the *ADIPOQ*^+^ cell populations are present in human adult adipose tissue, we leveraged an atlas of single-cell and single-nuclei transcriptomes provided by Emont et al.^34^. We find a clear signature of SWAT cells in mesenchymal progenitor cells (denoted as ASPCs) and of *ADIPOQ*^+^ cells in mature adipocytes (Fig. 6e), indicating that SWAT cells are maintained in adult human adipose tissue. Moreover, expression of Wnt target genes characteristic of SWAT cell genes is seen in ASPCs but is negligible in mature adipocytes (Extended Data Fig. 5a). Notably, an overall higher level of SWAT cell marker genes is seen in ASPCs of subcutaneous adipose tissue (SAT) compared to visceral adipose tissue (Extended Data Fig. 5b), suggesting that cell fate determination dynamics are depot dependent. Moreover, a decrease in both *MGP* and *ADIPOQ* is seen with increasing body mass index (Extended Data Fig. 5c,d), suggesting that chronic adipogenic stimulation might lead to a decreased abundance of progenitor cells capable of adipocyte differentiation. The Wnt-induced generation of SWAT cells in vivo is also supported by RNA-seq results from primary mouse mesenchymal progenitors derived from adipose tissue-specific β-catenin knockout mice^8^. These cells display decreased amount of *MGP*, which is increased in response to Wnt3a treatment (Extended Data Fig. 5e), implying an association of canonical Wnt signaling and SWAT cell development in mouse adipose tissue.

## Discussion

Multipotent mesenchymal progenitor cells are required throughout an individual’s lifetime to renew and repair multiple tissues. In this study, we find that human multipotent mesenchymal progenitors, which seem homogenous at single-cell resolution, rapidly diverge toward two developmental trajectories upon adipogenic induction; one trajectory is toward the adipocyte phenotype, whereas the other is toward a non-differentiated state that maintains proliferative capacity and multipotency. Functional studies identify canonical Wnt signaling as the mechanism involved in generating the non-differentiated progenitor pool. Our findings provide a potential mechanism by which mesenchymal progenitor cells are maintained throughout life. Variations in this mechanism, through genetic or environmental causes, could underlie inter-individual differences in tissue repair capacity and, given the essential role of adipocyte function in systemic energy homeostasis, also contribute to metabolic disease risk.

A limitation of our study is that our results were obtained solely from cells originating from human SAT; however, in their accompanying paper, Palani et al. found very similar developmental trajectories in cells derived from different adipose depots, including supraclavicular, perirenal, subcutaneous and visceral adipose depots from multiple donors. Like us, they found that progenitor cells are transcriptionally homogenous, without any visible structure or separation in pseudo time until adipogenic induction, when they separate into two distinct cell fates. They also find that one of the developmental trajectories encodes genes classically associated with adipocyte differentiation, whereas the second is characterized by expression of multiple extracellular matrix structural factors and Wnt pathway developmental genes. *MGP* was also a major identifier of this branch. Accordingly, we named this branch SWAT cells. Together our results support a model in which differentiation stimuli triggers a process that generates both differentiated adipocytes and a reservoir of cells capable of maintaining a multipotent progenitor state.

Adipose tissue development at single-cell resolution has been more extensively studied in mouse models, where adipose tissue turnover is fast, diverse physiological states can be imposed and genetic tracing approaches can be implemented. Understanding human adipose tissue development is more challenging, in large part due to the fact that the turnover rate of adipocytes in adult humans is exceedingly slow^35^ and therefore developmental trajectories cannot be captured at steady state. Indeed, while single-cell/single-nuclei profiles of human adipose tissue cells capture adipocyte progenitors as distinct spatial clusters, their developmental trajectory toward adipocytes is not well captured^34,36^. The ability to generate adipose tissue progenitor cells at scale has enabled us to analyze the earliest stages of human adipocyte development and allowed comparison with single-cell and single-nuclei profiles of adult human adipose tissue to infer physiological relevance. Through meta-analysis of published transcriptomic data from Emont et al.^34^, we provide evidence that SWAT cells are present in ASPCs in human adult adipose tissue and they are likely maintained throughout lifetime. Palani et al. also found that all three cell types (non-induced progenitors, adipogenic and SWAT cells) can be mapped to cell types in multiple single-cell or single-nuclei datasets of human white and brown adipose tissue. Moreover, in a spatial transcriptomic study of adult human adipose tissue, Backdahl et al.^37^ identified *MGP* as a marker of specific progenitor cell sub-populations interspersed in the tissue.

How SWAT cells correspond to mouse adipose tissue progenitors is unclear. Multiple groups have identified progenitor cell subtypes in murine adipose depots^36,38–42^, some of which express multiple extracellular structural proteins and are capable of suppressing adipogenesis^40,43,44^. Notably, one of the anti-adipogenic factors secreted by murine progenitor cells acts through *Lgr4* (ref. ^43^), which plays a major role in enhancing Wnt activity^45^, suggesting that human and mouse adipose tissue progenitor cells share developmental properties. Also of interest is the identification of *Dpp4* as a marker for a highly proliferative, multipotent progenitor population that can give rise to both committed pre-adipocytes and an alternative, adipogenic cell population^41^. In our studies, *DPP4* is present both in non-induced progenitors and in SWAT cells, consistent with its role as a marker of multiple progenitor populations. *Dpp4* has been reported to be a Wnt downstream target gene^46^ modulated through TGF-β signaling. In our study, we find *MGP* as the most representative marker for the SWAT cell population, as the gene is not expressed in non-induced progenitors or in cells undergoing adipogenesis. MGP is a secreted protein with a known role in preventing tissue calcification^47,48^, but how *MGP* is induced and whether it plays a functional role in supporting the development of the SWAT cell population are remaining questions. *Mgp* is expressed in a sub-population of progenitor cells in mouse subcutaneous adipose tissue^34^ and further analysis will be required to define whether *Mgp*^+^ murine progenitor cells are analogous to SWAT cells in their ability to be rapidly induced in response to adipogenic differentiation and to revert to a non-differentiated state.

The unique ability of adipocytes to accumulate lipids in defined large droplets results in their decreasing density and allows their physical separation from cells that do not accumulate lipids. We found that non-lipid laden cells are highly enriched in SWAT cell markers, allowing functional assessment of the SWAT cell population. 

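The 7 cluster 3 genes labelled in the volcano plot of Fig. 2f were all higher in A-HD, with log2 ratios between −2.02 and −0.89 and a median of −1.26. Over the SWAT signature, the median log2 ratio corresponds to a level in A-LD that is 42.3% of the level in A-HD. This share was 48.7% with log2 ratios centred on the median of all genes with a mean TPM of at least 10. SWAT transcripts were thus also present in A-LD. COL1A1, the SWAT gene with the largest difference, was listed at 3554 TPM in A-HD and 875 TPM in A-LD. For 12 genes of the ADIPOQ+ signature chosen in advance as known mainly from adipocytes, such as ADIPOQ, PLIN1 and LPL, the level in A-HD was 44.3% of the level in A-LD, or 38.5% after the same centring.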

Once separated from adipocytes, SWAT cells can differentiate into osteogenic, chondrogenic and adipogenic lineages, indicating they retain multipotency. Moreover, SWAT cells rapidly regain proliferative capacity when placed in either microvascular cell growth medium, or as shown by Palani et al. in DMEM/F12. The recovery of proliferative capacity rules out cellular senescence as a reason for the failure of these cells to undergo adipogenic differentiation. Rapidly after induction of proliferation, SWAT cells lose expression of the specific marker *MGP*, suggesting they revert to the phenotype of cells that were never subjected to adipogenic stimulation. Similar conclusions were reached through complementary experiments by Pallani et al., who observed that after induction of proliferation SWAT cells regain expression of genes (*ID1*, *ID3*, *KRT18* and *POSTN*) that are only present in progenitor cells that were not exposed to adipogenic stimulation.

A limitation of our studies is that we have not assessed whether SWAT cells can fully revert to a never-induced progenitor state after sustained proliferation; however, Palani et al. performed full transcriptomic analysis of SWAT cells after exposure to proliferation medium for only 24 h and observed transcriptomes poised between those of SWAT and progenitor cells, indicating a global reversion trajectory. Further experiments comparing the full transcriptomes of SWAT cells before and after sustained proliferation, with the transcriptomes of progenitors that were never exposed to differentiation stimuli will be required to determine how completely these cells reverse to a naive multipotent state. The detailed mechanisms whereby SWAT cells are generated in response to adipogenic stimulation, as well as the mechanisms that determine their subsequent proliferative capacity and reversion to a multipotent progenitor state, are yet to be fully elucidated. These mechanisms could play a vital role in determining key features of adipose tissue, such as its propensity for hyperplasia or hypertrophy and overall depot size and distribution over the lifetime.

Single-cell trajectory analysis and experiments monitoring appearance of *MGP* and *FABP4* mRNAs by RNAscope indicate that SWAT and adipogenic cells are induced rapidly, simultaneously and dichotomously from a transcriptomically homogenous progenitor pool. Moreover, Palani et al. found that single, non-induced cells plated into separate wells of a 96-well multi-well plate develop into both adipogenic and SWAT cells in varied proportions. These results together suggest that SWAT and adipogenic cells arise stochastically from a common progenitor cell. The involvement of Wnt signaling is compatible with a stochastic process, as Wnt signals can instruct cell identities in a signaling strength-dependent manner^49^ and PPAR-γ and Wnt signaling are both antagonistic to each other^50^. Thus, small differences in expression of Wnt ligands or receptors in vicinal cells, together with mutually reinforcing signaling pathways can lead to rapid divergence in cell fate.

Wnt has important roles in stem cell maintenance in multiple tissues and organs^1–3^. Recently, de Winter and Nusse^51^ reviewed existing studies of the role of Wnt in adipogenesis^10^. They noted that inactivation of Wnt signaling is necessary for mesenchymal progenitor lineage commitment and further postulate that Wnt inhibits adipogenesis by promoting mesenchymal progenitor maintenance. Our findings provide direct evidence for that hypothesis, showing that, via induction of SWAT cells, Wnt signaling drives cells toward a progenitor state even in the context of strong adipogenic induction.

Our study is limited by our lack of knowledge of the specific ligands and receptors that elicit Wnt activation upon adipogenic stimulation. The adipogenic cocktail we use consists only of insulin, dexamethasone and methyl isolbutyl xanthine, which induce Wnt signaling within 24 h. Insulin has been reported to stimulate Wnt signaling^52,53^ and understanding this role in the context of glucocorticoid stimulation and phosphodiesterase inhibition will be the subject of future work. This early induction of Wnt is crucial, as pharmacological or genetic modulation restricted to the first 24–48 h following adipogenic induction determines the number of adipocytes seen after 9–10 d. Expression of *WNT5A*, *WNT5B* and at lower levels *WNT2B*, *WNT3* and *WNT11* and multiple isoforms of *FZD* are detected across datasets, potentially orchestrating signaling. Analysis of specific ligand–receptor pairs in non-induced progenitor cells and following adipogenic induction at single-cell resolution and in the context of cell localization and tissue architecture will be needed to provide further insights. It is important to note that Wnt ligands are also expressed in other cell types within the adipose tissue and therefore the local cellular microenvironment can play a role in normal or pathological development of adipose tissue through Wnt signaling (Extended Data Fig. 5f).

It is important to note that Wnt signaling may also influence the properties of cells after they have undergone commitment to the adipocyte fate. In our studies, inhibition of tankyrase and thereby suppression of Wnt signaling early during adipogenic induction promotes adipogenesis, but chronic inhibition of tankyrase throughout 7 d of differentiation suppressed adipocyte development without inducing toxicity (Extended Data Fig. 6). A role for Wnt signaling after fate determination is also supported by the report of impaired lipogenesis in mice in which β-catenin excision was driven by *Adipoq*-Cre, which is by definition post-adipogenic determination^8^. The distinct mechanisms by which Wnt signaling controls fate determination early upon differentiation induction and supports adipocyte function post-fate commitment remain to be defined.

While complex, our finding of a mechanism for maintenance of adipocyte progenitor pool driven by Wnt signaling will help deconvolve mechanisms operating at different stages of adipose tissue development in diverse depots and under diverse physiological states Local Wnt levels may determine individual variation in adipose tissue distribution and its propensity toward hyperplasia or hypertrophy, which are associated with metabolic disease risk. Indeed, one of the first discovered genetic associations with type 2 diabetes was with the Wnt pathway gene *TCF7L2*, potentially acting on adipose tissue to confer enhanced risk^12,13,54,55^. In addition, adipose tissue surrounds various organs, such as the heart and blood vessels. Multipotent progenitor cells within adipose tissue may play a role in the repair of nearby organs and tissues, highlighting another potential link between the maintenance of a progenitor cell pool in adipose tissue and overall health throughout the lifespan.

## Methods

### Adipose tissue explants

Methods for the collection and the culture of adipose tissue explants were previously published^23^. In short, subcutaneous adipose tissues were donated from consented adult patients undergoing elective panniculectomy surgery at University of Massachusetts Medical Center (Extended Data Table 1). Individuals were recruited in a consecutive fashion without consideration of sex and samples were placed into culture within 1–6 h after tissue excision. The 200 explants of approximately 1 cm^3^ in size were embedded in Matrigel Matrix (cat. no. 356231, Corning) per 10-cm dish with EGM-2MV (cat. no. CC-3156,CC-4147, Lonza) medium supplementation. The progenitors in explants were allowed to grow for 14 d in Matrigel with fresh medium replacement every 2–3 d. After 14 d, progenitors in explants were recovered using dispase (cat. no. 354235, Corning) for 1 h followed by additional 14 min of trypsin-EDTA (cat. no. 15400-054, Gibco) and collagenase I (cat. no. LS004197, Worthington) and plated on standard tissue culture plate for expansion and cryopreservation.

### Lineage differentiation

Adipogenic differentiation was induced by providing confluent cells with DMEM (cat. no. 11995-065, Gibco) and 10% fetal bovine serum (FBS) (cat. no. 25-514, Genesee Scientific) supplemented with 0.5 mM 3-isobutyl-1-methylxanthine (cat. no. I5879, Sigma), 0.25 μm dexamethasone (cat. no. D1756, Sigma) and 5 μg ml^−1^ insulin (cat. no. 15500, Sigma). The induced cells underwent half medium replacement every 24 h for 3 d. After 3 d, cells were maintained in DMEM + 10% FBS with half medium replacement every 2–3 d until collection.

Chondrogenic differentiation was induced by providing confluent cells with DMEM + 10% FBS supplemented with 1 mM sodium pyruvate (cat. no. 11360-070, Gibco), 100 nM dexamethasone (cat. no. D1756, Sigma), 10 ng ml^−1^ Human TGF-β 1 recombinant protein (cat. no. PHG9204, Gibco) and 1 μg ml^−1^ l-ascorbic acid 2-phosphate (cat. no. A8960, Sigma). The induced cells underwent half medium replacement every 2–3 d until collection.

Osteogenic differentiation was induced by providing confluent cells with DMEM and 10% FBS supplemented with 10 mM sodium β-glycerolphosphate (cat. no. L03425, Alfa Aesar), 100 nM dexamethasone (cat. no. D1756, Sigma), 50 uM l-ascorbic acid 2-phosphate (cat. no. A8960, Sigma). The induced cells underwent half medium replacement every 2–3 d until collection.

Cells in the growth condition were cultured in EGM-2MV. Cells in the control condition were maintained in DMEM + 10% FBS. All cells underwent identical medium replacement to the experimental group during experiments.

### Lineage staining

Cells were washed with phosphate-buffered saline (PBS) and fixed with 10% formalin for 30 min at room temperature. Following fixation, cells were washed three times with double distilled water. To stain for adipocyte lipid droplets, cells were first incubated in 60% isopropanol for 5 min followed by staining with 2% Oil Red O (cat. no. 00625, Sigma) in 60% isopropanol for 10 min. For assessment of chondrogenesis, cells were incubated with 1% Alcian blue 8GX (cat. no. A5268, Sigma) in 2:3 acetic acid and ethanol solution in the dark for 30 min with gentle agitation. For assessment of osteogenesis, cells were incubated with 2% Alizarin red S staining solution (cat. no. 0223, ScienCell) in the dark for 30 min with gentle agitation. After each staining protocol, the staining solution was removed and cells were washed three times with double distilled water before imaging.

### Flow cytometry analysis

Mesenchymal cell surface marker expression of the three-dimensional culture-derived and SVF-derived progenitors were assessed using the MSC Characterization Antibody Panel (cat. no. 100-0354, Stemcell Technology) following manufacturer’s instruction.

### RNA extraction for bulk RNA-sequencing and qPCR

Cells in culture wells were washed with PBS before collection with TriPure TRIzol reagent (cat. no. 11 667 165 001, Roche). The cell-TRIzol mixtures were transferred to collection tubes and homogenized with Tissuelyser II (QIAGEN). Chloroform was added in a 1:5 ratio by volume and phase separation was performed. The RNA-containing layer was mixed with an equal volume of 100% isopropanol and incubated overnight at −20 °C for precipitation. RNA was pelleted and washed with 80% ethanol and resuspended in nuclease-free water. RNA concentration and purity were determined using a NanoDrop 2000 (Thermo Scientific). RNA for sequencing were sent to University of Massachusetts Medical School Molecular Biology Core Laboratory for fragment analysis.

### Bulk RNA-sequencing

Library preparation was performed using TruSeq Stranded mRNA Low-Throughput Sample Prep kit (cat. no. 20020594, Illumina) according to manufacturer’s instruction. The libraries were sequenced on the NextSeq 500 system (Illumina) using the NextSeq 500/550 High Output kits v2 (75 cycles; single-end sequencing; cat. no. FC-404-2005, Illumina). The FASTQ files were processed using the DolphinNext pipeline^56^ on the Massachusetts Green High Performance Computer Cluster (GHPCC). DolphinNext was configured to use RSEM for read mapping and transcript quantification^57^. Differentially expressed genes were identified using DESeq2 (ref. ^58^). Pathway analysis was performed using Gene Set Enrichment Analysis software with the MSigDB Gene Ontology biological process gene sets (http://www.gsea-msigdb.org/gsea/msigdb/annotate.jsp)^59^. Sequencing results have been deposited in the Gene Expression Omnibus (accession nos. GSE198275, GSE198481, GSE204847 and GSE204848).

### Single-cell RNA-sequencing

Single-cell library preparation was performed using Chromium Single Cell 3′ GEM Library & Gel Bead Kit v3 (cat. no. 1000092, 10x Genomics) according to manufacturer’s instruction. The libraries were sequenced on the NextSeq 500 system (Illumina) using the NextSeq 500/550 High Output kits v.2.5 (50 cycles; cat. no. FC-404-2005, Illumina). The sequencing outputs were processed using the CellRanger software v.3.1.0 on the GHPCC. Reads were mapped to human reference genome GRCh38 (Ensembl 93). Data analysis was performed using Seurat v.4.1.0 (ref. ^60^) within R v.4.0.2 environment. RNA velocity analysis was performed using the velocyto v.0.17 commend line tool and velocyto.R v.0.6 R package^61^. Sequencing results have been deposited in the Gene Expression Omnibus (accession no. GSE198482) and analysis scripts are available at https://github.com/zingery/mesenchymal-maintenance/.

### Quantitative PCR with reverse transcription

A total of 1 µg of RNA was reverse transcribed using the iScript cDNA Synthesis kit (cat. no. 1708891, Bio-Rad) according to manufacturer’s protocol. Quantitative PCRs with reverse transcription were prepared with iQTM SYBR Green Supermix (cat. no. 1708882, Bio-Rad) and were performed on a CFX Connect Real-Time PCR Detection System (Bio-Rad). qRT−PCR data were collected by Bio-Rad CFX Maestro v.2.3 Software. The *ADIPOQ* primers have the following sequences: 5′-TGC TGG GAG CTG TTC TAC TG-′3 forward and 5′-TAC TCC GGT TTC ACC GAT GTC-′3 reverse. The *MGP* primers have the following sequences: 5′-CAG CAG AGA TGG AGA GCT AAA G-′3 forward and 5′-GTC ATC ACA GGC TTC CCT ATT-′3 reverse. The *PLIN1* primers have the following sequences: 5′-ACC AGC AAG CCC AGA AGT C-′3 forward and 5′-CAT GGT CTG CAC GGT GTA TC-′3 reverse. The *FRZB* primers have the following sequences: 5′-GCC CTG GAA CAT GAC TAA GAT G-3′ forward and 5′-GTA CAT GGC ACA GAG GAA GAA G-′3 reverse. The *COMP* primers have the following sequences 5′-CCA ACT CAA GGC TGT GAA GTC-′3 forward and 5′-GGA CTT CTT GTC CTT CCA ACC-3′ reverse.

### Lipid droplet phase image acquisition and processing

Cells were imaged with LEICA DM 2500 LED inverted microscope equipped with a Leica MC120 HD digital camera. Fiji/ImageJ v.1.53c software was used to quantify lipid droplets. The images were converted from RGB to eight-bit, background subtracted, contrast enhanced, thresholded and binarized followed by circular particle analysis.

### Cell separation with Percoll density gradient

A Percoll step density gradient was prepared in a 15-ml conical tube with the Percoll solutions (cat. no. P4937, Sigma). Earlier experiments (Fig. 3a–c) were performed in Percoll densities of 1.010 g ml^−1^, 1.020 g ml^−1^, 1.030 g ml^−1^ and 1.040 g ml^−1^, whereas later experiments were performed in Percoll densities of 1.010 g ml^−1^, 1.020 g ml^−1^ and 1.030 g ml^−1^ to permit HD cells to be collected from the cell pellet after centrifugation. The 7-d adipogenic-induced cell populations were lifted with StemPro Accutase (cat. no. A1110501, Thermo Fisher). Lifted cells were pelleted and resuspended in 1.010 g ml^−1^ Percoll solution and loaded onto the top of the prepared Percoll gradient, followed by centrifugation at 1,000*g* for 30 min at room temperature. Cell fractions were observed by eye and each resulting fraction was pipetted into new conical tubes for further processing.

### Ligand–receptor analysis

First, we identified genes expressed in cluster 3 and cluster 5 from the single-cell dataset presented in Fig. 2. A gene was considered as expressed within a cell cluster if average normalized counts ≥ 0.5. We then queried the putative or literature supported ligand–receptor pairs obtained from Ramilowski et al. to identify gene pairs expressed in both clusters^62^.

### Cell viability assays

CellTiter-Glo 2.0 cell viability assay (cat. no. G9243, Promega) and CellTox Green cytotoxicity assay (cat. no. G8742, Promega) were performed according to manufacturer’s instruction and the fluorescence and luminescence signals were measured using a Safire 2 microplate reader (Tecan).

### Small molecule inhibitors

Tankyrase inhibitor XAV939 (cat. no. HY-15147) and GSK3 inhibitor CHIR99021 (cat. no. HY-10182) were obtained from MedChemExpress.

### Super TopFlash reporter assay

The 7TFC STF luciferase lentiviral vector was from Roel Nusse (Addgene plasmid 24307)^31^. Lentiviruses were produced using Lenti-X 293T Cell Line from Takara (cat. no. 632180) following the standard virus packaging protocol. Progenitor cells were infected with the packaged 7TFC vector before induction toward adipogenesis. Cell lysates were collected for relative luciferase activity measurement with the Luciferase Assay System (cat. no. E1500, Promega). Luminescence signals were measured using a Safire 2 microplate reader (Tecan). Measured luciferase signals were normalized by total protein quantity measured using Pierce BCA Protein assay (cat. no. 23227, Thermo Scientific).

### Genetic perturbation of the canonical Wnt pathway

The E[beta]C and EdTC lentiviral vectors for stable β-catenin and dominant-negative *TCF* overexpression were from R. Nusse (Addgene plasmid 24312, 24310)^31^. Lentiviruses were produced using Lenti-X 293T Cell Line from Takara (cat. no. 632180) following the standard virus packaging protocol. Progenitor cells were infected with the packaged vectors before induction toward adipogenesis. Cells were differentiated for 7 d and assessed by fluorescence microscopy after fixation and staining. Cells were washed with PBS and fixed with 4% paraformaldehyde for 30 min at room temperature, followed by lipid and nuclei staining with HCS LipidTOX Green Neutral Lipid Stain (cat. no. H34475, Invitrogen) at 1:200 dilution and Hoechst 33342 (cat. no. 62249, Thermo Scientific) at 1:20,000 dilution for 30 min at room temperature. mCherry reporter and stain signals were visualized and captured using a Zeiss Axiovert 200 M Fluorescence microscope. ImageJ (FIJI) was used for image processing and normalization.

### Human adipose tissue development in immunocompromised mice

Methods for the collection and culture of adipose tissue explants were previously published^33^. In brief, ~10^7^ passage 3 human adipose tissue derived progenitor cells were thawed into 150-mm plate and after 72 h they were split 1:2 at a dense seeding density of ~8 × 10^6^ cells per 150-mm plate. Upon confluence (approximately 72 h after plating), adipogenic differentiation was induced and allowed to differentiate for 10 d. Single-cell suspensions of differentiated adipocytes were obtained by incubation for 10 min in a mixture of trypsin-EDTA (cat. no. 15400-054, Gibco) and 0.5 mg ml^−1^ collagenase (cat. no. 354235, Corning). Proteases were quenched by dilution into culture medium and cells pelleted by centrifugation at 500*g* for 10 min. The medium layer between floating and pelleted cells was removed and remaining cells were brought to 1 ml total volume with cold PBS, placed on ice and mixed with an equal volume of cold Matrigel (cat. no. 356231, Corning). Then, 0.5-ml aliquots of the cell suspension were placed in 1-ml syringes on ice and injected subcutaneously into each flank of immunodeficient male nude mice, 8–10 weeks old (Nu/J Jackson labs stock no. 002019) using a 20G needle. At the end of the 8-week time point, all the animals were killed and tissues were collected for analysis. All procedures were performed in accordance with the University of Massachusetts Medical School’s Institutional Animal Care and use Committee protocol PROTO202100015. The implant sequencing results were aligned to both the human (hg38) and the mouse (mm10) genome. The resulting alignments were processed using the R-package XenofilteR to classify reads as either of human or mouse origin^63^.

### RNAscope

*FABP4* and *MGP* mRNAs were visualized using the RNAscope Multiplex Fluorescent Detection kit v.2 (cat. no. 323100, ACD Bio). RNAscope was performed using target probes to *FABP4* (cat. no. 470641-C2, ACD Bio) and *MGP* (cat. no. 586051, ACD Bio) and labeled with Opal Fluorophore Reagents (cat. no. FP1487001KT and FP1488001KT, Akoya Biosciences) according to the manufacturer’s protocol. Signals were visualized and captured using a Zeiss Axiovert 200M Fluorescence microscope. ImageJ (Fiji) was used for image processing and normalization. All images analyzed were filtered to remove background using identical parameters. Masks of images in each channel (for *MGP* or for *FABP4* signals) were generated and overlaid on the original image (for example *MGP* image) and on the corresponding *FABP* image to obtain the intensity value for each signal in each cell and values were plotted.

### Statistics and reproducibility

All results presented in this study with the exception RNA-seq profiling and RNAscope experiment have been repeated with cells from independent donors. No statistical method was used to predetermine sample size. No data were excluded from the analyses unless stated otherwise. All statistical analyses were performed using R v.4.0.2 or GraphPad Prism v.9.5.1. All error bars represent s.d.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information Supplementary Table 1 and Supplementary Fig. 1.

Reporting Summary

Supplementary Table 2 Ligand-receptor interactions among cells along the differentiation trajectory.

### Source data

Source Data Fig. 3 Statistical Source Data.

Source Data Fig. 4 Statistical Source Data.

Source Data Fig. 5 Statistical Source Data.

Source Data Extended Data Fig. 1 Statistical Source Data.

Source Data Extended Data Fig. 5 Statistical Source Data.

## Data Availability

Single-cell RNA expression data are deposited in the Single Cell Portal (study no. SCP1027). Raw sequencing reads and processed count data for single and bulk RNA-seq have been deposited in the Gene Expression Omnibus (GSE198482, GSE198275, GSE198481, GSE204847 and GSE204848). Single-cell sequencing reads were mapped to human reference genome GRCh38 and all bulk RNA-seq results were mapped to human reference genome GRCh37 (hg19). Source data are provided with this paper.

# Supplementary material for: Wnt signaling preserves progenitor cell multipotency during adipose tissue development
**Source:** Nat Metab. 2023 Jun 19;5(6):1014–28. doi: 10.1038/s42255-023-00813-y

# Wnt signaling preserves progenitor cell multipotency during adipose tissue development

---

In the format provided by the  
authors and unedited

Supplementary Table 1. Flow cytometry gating strategy

| Laser        | Violet-405nm | Blue-488nm     |                | Green-532nm   | Red-633nm       |
|--------------|--------------|----------------|----------------|---------------|-----------------|
| Fluorochrome | DAPI         | FITC           | PerCP/Cy5.5    | PE            | APC             |
| MSC Cells    | Live/dead    | CD90<br>(5E10) | CD45<br>(H130) | CD73<br>(AD2) | CD105<br>(SN6H) |

Supplementary Fig. 1. for Extended Data Fig. 1c,d. Flow cytometry gating strategy

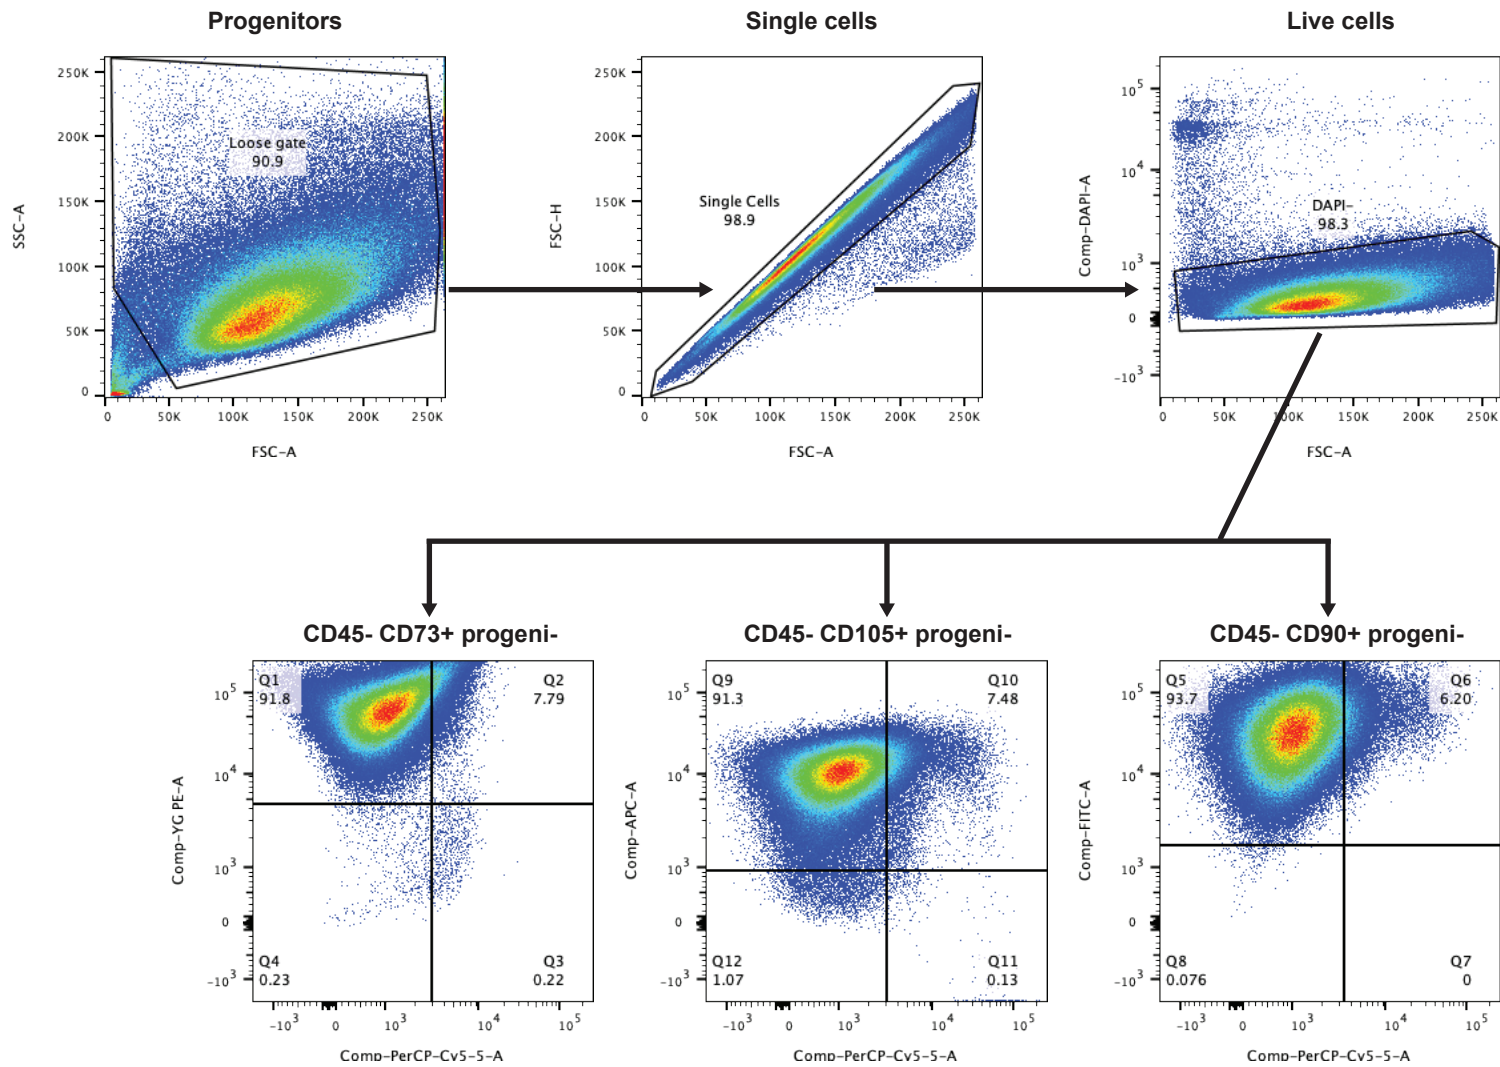

**Supplement:** Supplementary file 1 — Supplementary Table 1 and Supplementary Fig. 1.

# Supplementary material for: Wnt signaling preserves progenitor cell multipotency during adipose tissue development
**Source:** Nat Metab. 2023 Jun 19;5(6):1014–28. doi: 10.1038/s42255-023-00813-y
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | qRT-PCR data was collected by Bio-RAD CFX Maestro Software. Fluorescence and luminescence assay results were collected on a Safire 2 microplate reader (Tecan) via the XFlour software.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Data analysis   | <p>All statistics presented in this study were performed using R version 4.0.2.</p> <p><b>Bulk RNA-sequencing</b><br/>The sequencing output FASTQ files were processed using the DolphinNext pipeline on the Massachusetts Green High Performance Computer Cluster (GHPCC). DolphinNext was configured to use RSEM for read mapping and transcript quantification. Differential expression analysis of bulk RNA-sequencing results were performed using DESeq2 v1.28.1.</p> <p><b>Single-cell RNA-sequencing</b><br/>The sequencing outputs were processed using the CellRanger software v3.1.0 on the Massachusetts Green High Performance Computer Cluster (GHPCC). Reads were mapped to human reference genome GRCh38 (Ensembl 93). Data analysis was performed using Seurat v4.1.0.40 within R version 4.0.2 environment. RNA velocity analysis was performed using the velocyto v0.17 command line tool and velocyto.R v0.6.</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All relevant data supporting the findings of this study are available within the manuscript and the supplemental information file.

Bulk and single-cell RNA-sequencing results were submitted to GEO (accession number: GSE198275, GSE198481, GSE204847, GSE204848, GSE198482). In addition to transcriptomic datasets generated by our lab, we analyzed the single cell atlas of human white adipose tissue made available by Emont, et al. ([https://singlecell.broadinstitute.org/single\\_cell/study/SCP1376/a-single-cell-atlas-of-human-and-mouse-white-adipose-tissue](https://singlecell.broadinstitute.org/single_cell/study/SCP1376/a-single-cell-atlas-of-human-and-mouse-white-adipose-tissue)).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#)

|                             |                                                                                                                                                                                                                                                                                   |
|-----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | Cells derived from human tissue used in this study were selected from sequential donors without consideration of gender or sex. The 7 donor-derived cells used in this study were obtained from female donors.                                                                    |
| Population characteristics  | This study does not constitute human research. Participants were not recruited for the purpose of this study. Donor-derived cells used were from consecutive donors and were used for the experiments described without consideration of age, sex or other individual variations. |
| Recruitment                 | Participants were not specifically recruited for the purpose of this study. This study was conducted with donor-derived cells obtained from consecutive donors and were used without consideration of age, sex or other individual human variation.                               |
| Ethics oversight            | Human tissue collection was conducted in accordance with the UMass Chan Institutional Review Board ID 14734_13.                                                                                                                                                                   |

|                 |                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size of experiments is based on effect sizes assessed from preliminary experiment and the available number of the human donor-derived primary cells.                                                                                            |
| Data exclusions | No data was excluded                                                                                                                                                                                                                                   |
| Replication     | All experiments, with the exception of the transcriptomic profiling studies, were repeated at least two times with cells derived from different donors. All repeated experiments confirmed the original findings.                                      |
| Randomization   | Selection of donor cells were based on cell availability. No selection criteria was applied.                                                                                                                                                           |
| Blinding        | Blinding was not conducted given that this study was not a randomized control format. To minimize bias, results from each experiment were independently analyzed by multiple operators. Immunofluorescence images were acquired by different operators |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

- n/a Involved in the study
- ☒ ☐ Antibodies
- ☐ ☒ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern

## Methods

- n/a Involved in the study
- ☒ ☐ ChIP-seq
- ☒ ☐ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                                                                                                           |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Adult human adipose-tissue derived primary mesenchymal progenitors; Lenti-X™ 293Tcells                                                                                                                                                                                                                    |
| Authentication                                                       | Cells used in this study were non-transformed primary progenitors cells derived from individual donors, and were subjected to standard quality control checks, including growth rate and multipotency. No additional validation was performed. Lenti-X™ 293Tcells were obtained from Takara (Cat# 632180) |
| Mycoplasma contamination                                             | Not tested.                                                                                                                                                                                                                                                                                               |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified line were used.                                                                                                                                                                                                                                                                 |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | male nude mice, 8-10 weeks old, (Nu/J Jackson labs stock no: 002019)                                                                                                               |
| Wild animals            | No wild animals were used in this study.                                                                                                                                           |
| Reporting on sex        | / Mice were used as hosts to harbor developing adipose tissue from human progenitor cells derived from female donors. The sex of the mouse was not considered a relevant variable. |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                |
| Ethics oversight        | All procedures were performed in accordance with the University of Massachusetts Medical School's Institutional Animal Care and use Committee protocol PROTO202100015.             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

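Gene expression was measured in 2 libraries, 1 from the A-HD and 1 from the A-LD cells of cultures induced toward adipocytes for 7 d. The authors sequenced stranded mRNA libraries with 75-cycle single-end reads, mapped and quantified them with RSEM in the DolphinNext pipeline, gave GRCh37 as the genome for bulk RNA-seq, and deposited 1 table of TPM values per gene. The annotation and the RSEM version are not named in the paper's text. TPM divides the reads of a gene by its effective length and scales each library to 1000000, so a gene that takes a large share of a library lowers all others, and differences in RNA length or integrity between libraries can move TPM values with transcript length. The columns added up to 999999.72 for A-HD and 1000000.07 for A-LD. Values had 2 decimals, so a listed 0 also stands for lower values than 0.01. The table lists no mitochondrial genes, and 28 gene names had been turned into dates, among them 2 names that each stand on 2 rows, so none of these rows is reported by name. The 100 genes of highest mean TPM held 44.3% of the TPM in A-HD and 46.5% in A-LD.

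The authors used DESeq2 for differential expression in bulk RNA-seq. It was not used here, since TPM values are not counts and each fraction has 1 library. The TPM table holds no depth per library and the deposited reads were not used here, so no interval or detection limit is given. Each gene was described by log2 of (A-LD TPM + 1) over (A-HD TPM + 1). Lists were described by their median, the number of genes on each side of 0, and the percentile of the median among 10000 random lists drawn from genes with a mean TPM of at least 1, in which each gene was replaced by one of the 100 genes nearest in mean log2(TPM + 1), with the genes of both signatures left out of the draw. Genes of a list with a mean TPM under 1 were left out of its percentile. Counts of genes at least 2-fold apart covered genes with a mean TPM of at least 1.

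The lists were the top 40 genes per cluster in Fig. 6d, the genes labelled in Fig. 2f, genes the paper names for Wnt signaling, progenitors and lineages, the ligands and receptors listed for SWAT cells and never for cluster 5 cells in Supplementary Table 2, and lists of proliferation, endothelial, immune, contractile, immediate early, glucocorticoid response and thermogenic genes. These lists, the design, the rule for genes named in the text and the alternatives were set before the data were examined. A list of hypoxia genes and the correction for transcript length were added after that. Matching of random lists on length or GC content, planned as a test of the signatures, was then also used for other lists and listed as an alternative. The rule covers every gene the paper names for cluster 3, cluster 5, Wnt signaling, progenitors or lineages. Some of these genes are given only within the values of their list. The rule also covers every signature gene on the other side of 0. Among genes with a mean TPM of at least 10, it covers the 10 genes with the largest log2 ratio in each direction.

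Alternatives were pseudocounts of 0.1 and 0.01, log2 ratios centred on their median over genes with a mean TPM of at least 10, TPM scaled to RPL4, TPM recomputed without the 100 genes of highest mean TPM in the total, other expression limits, 500 nearest genes for the random lists, the genes labelled in Fig. 2f, and the signatures without FABP5, DBI and TMSB4X, whose reads can be shared with near-identical copies. A list median counted as moved when it left the central 95% of medians of 10000 resamples of its genes, a single gene when it changed by more than the robust SD (the scaled median absolute deviation) of the 100 genes nearest in expression, and a count when it changed by more than 1.5 times.

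Transcript length, GC content and gene locations came from the canonical transcripts of GENCODE v44 on GRCh38, matched by symbol for 23835 of the 25807 rows, of which 1349 matched through an older symbol in the GRCh38.p14 RefSeq gene table. The build differs from that of the authors, and no coordinates were converted. The length correction subtracted a lowess fit (fraction 0.3) of log2 ratio on log2 length, made on genes with a mean TPM of at least 10 outside the signatures. The paper's qRT–PCR values came from its source data for Fig. 3d.

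The procedure was tested on simulated data. In 2 simulated libraries with a noise SD of 0.15 (log2) each, 195 of 200 genes planted with a log2 change of 2 were recovered (97.5%) among 12133 genes, and 0 of 11933 unchanged genes were called. That noise was chosen and not estimated from the data, and these simulated libraries held no overall shift and no trend with length. The simulation thus gives no rate of false calls for the deposited libraries. A planted list of 40 genes lay above all random lists, and 12 of 200 unplanted lists fell outside the central 95%. A planted length trend with a Spearman rho of −0.72 over 6578 genes was 0.00 after the correction. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.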

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

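The tests of explanations in this part were chosen after the results were seen. The comparison of gene lists with random lists was set earlier for 7 of the 8 lists, and the hypoxia list was added later. Lists of 8 kinds of genes outside those the paper discusses for these fractions were compared with random lists of similarly expressed genes. Of these, the contractile and the thermogenic list lay outside the central 95%, and the endothelial list had too few genes with a mean TPM of at least 1 for the comparison. By chance, 5% of lists would lie outside.

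The signal of the 7 contractile genes, which the paper does not analyse in these fractions, was higher in A-HD for every gene, with a median log2 ratio of −1.29, below all 10000 random lists. ACTA2 had 749 TPM in A-HD and 267 TPM in A-LD, and TAGLN had 2116 and 795 TPM. A bias in transcript length or GC content argues poorly for this, since the central 95% of random lists reached down to only −0.56 when matched on length and expression and −0.62 when matched on GC content and expression. Scaling does not account for it either, since the median nearest to 0 over the scalings was −1.09. What stays open is a biological difference between the fractions, which was not tested further, and the lack of replicates. The log2 ratios of the 7 genes, from −1.59 to −0.53, lay within the range of the SWAT signature, −2.02 to 0.21. These values thus cannot tell contractile cells or a contractile state in A-HD from a larger share of SWAT cells there.

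The signal of the thermogenic list, which the paper does not analyse in these fractions, lay in the opposite direction. The 4 of its 7 genes with a mean TPM of at least 1 had a median log2 ratio of 0.34, at the 98.86th percentile of random lists, the 99.18th of lists matched on length as well and the 98.04th of lists matched on GC content as well. The lowest median over the scalings was 0.40. The 4 genes did not all move together, with log2 ratios of 0.49 for COX7A1, 0.56 for ELOVL3, 0.19 for PPARGC1B and −0.23 for PPARGC1A. UCP1, CIDEA and DIO2 had a mean TPM under 1. UCP1 and CIDEA were listed at 0.00 TPM in A-HD and at 0.13 and 1.35 TPM in A-LD. DIO2 went the other way, at 0.25 TPM in A-HD and 0.09 TPM in A-LD. Over all 7 genes the median log2 ratio was 0.19. A larger share of adipocytes in A-LD, with all of these transcripts in adipocytes, would give these genes the ratio of 12 signature genes known mainly from adipocytes, and 0 of the 4 genes lay within the range of those, 0.77 to 1.64. CIDEA was left out of these 4 for its low TPM. It was listed at 0.00 TPM in A-HD, so its log2 ratio of 1.23 depends on the added 1. That ratio cannot be compared with the range, so an adipocyte share stays open for CIDEA. With 4 genes and 1 library per fraction, a biological difference stays open.

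MIR3648-1, a short RNA outside those the paper discusses, was listed at 39.03 TPM in A-LD and 0.00 TPM in A-HD, and was the only gene with a mean TPM of at least 10 listed at 0 in 1 of the libraries. Its transcript is 180 nt long and overlaps another annotated gene on the same strand. A candidate explanation is that a TPM is uncertain for such short transcripts. The log2 ratios of the 5 other genes shorter than 200 nt with a mean TPM of at least 1 had an SD of 1.57, against a central 95% from 0.16 to 0.93 in random lists matched on expression. This spread comes from SCARNA17 at 1.96, whose ratio had been seen before the limit was set, and SNORA58 at 2.65, listed at 0.00 TPM in A-HD and 5.26 TPM in A-LD. Without SCARNA17 alone, the SD of the remaining 4 genes was 1.59, above the central 95% of 0.12 to 0.98. Without SNORA58 as well, the other 3 genes had an SD of 0.33, inside the central 95% of 0.07 to 1.03. SNORA58 had the largest ratio of the 5 genes, so leaving it out lowers the SD. With so few genes, an uncertain TPM cannot be told apart from a difference between the fractions for MIR3648-1. Other explanations for MIR3648-1 were not tested.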

How the results depend on the processing

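No result that answers a comparison changed direction under any alternative that could be run. Percentiles of both signatures stayed at 100.00 and 0.00 under all of them, and 11 values for other such results moved under the alternatives set in advance. With log2 ratios centred on their median over genes with a mean TPM of at least 10, the median was 1.30 for the ADIPOQ+ signature, −1.04 for the SWAT signature and −1.15 for the SWAT-only ligands and receptors. The centring also gave 375 genes at least 2-fold higher in A-LD and 585 in A-HD, since it moves every ratio by the same amount. Among genes with a mean TPM of at least 10 these counts were 132 and 560, as fewer genes were counted. A pseudocount of 0.1 gave 1631 genes higher in A-HD and one of 0.01 gave 1724, since a smaller pseudocount enlarges the ratios of genes with a low TPM. With the genes labelled in Fig. 2f, all 7 of 7 lay on the A-LD side and all 7 of 7 on the A-HD side. The correction for transcript length, chosen after seeing the data, gave medians of 1.23 and −1.05 for the signatures and −0.98 for the SWAT-only ligands and receptors, and 315 and 488 genes at least 2-fold higher in A-LD and A-HD, of which 165 and 451 were among the genes counted without it. Under it 38 instead of 39 SWAT genes were higher in A-HD, since SOD2 was at 0.08.

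Among single genes, DVL2 was above 0 at 0.20 with the centring, 0.06 with TPM scaled to RPL4, 0.05 without the 100 genes of highest mean TPM in the total and 0.24 relative to genes of the same length. GSK3A was above 0 at 0.15 with the centring, 0.01 with RPL4 and 0.08 with the length correction. RPL4 was at 0.14 and 0.15 with the centring and the length correction. Under the length correction alone, DVL1 was at 0.03, GSK3B at 0.17 and APC at 0.09. The immune list was at 0.04 with the centring, and the glucocorticoid response list at 0.15 with the length correction. The cause was not tested. TPM recomputed without mitochondrial genes was not run because the table lists none, and since the TPM table holds no depth, no result has a counting error. No paired analysis was possible because each fraction has 1 library.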

Differences from the paper's values

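The paper's qRT–PCR gave ADIPOQ 3.9-fold higher in A-LD than in A-HD (SD 0.345, n = 2), and the TPM values gave 1.94-fold. With TPM scaled to RPL4, the reference gene of the qRT–PCR, the fold was 2.03. None of the alternatives set before the data were examined closed the gap, and the highest of them, with log2 ratios centred on their median, gave 2.23-fold. Relative to genes of the same length, an alternative chosen after seeing the data, it was 2.53-fold. The paper's qRT–PCR gave MGP 3.03-fold higher in A-HD (SD 0.276, n = 2), and the TPM values gave 1.86-fold, or 1.77-fold when scaled to RPL4. None of the alternatives closed this gap either, with values between 1.61 and 1.87. The TPM values rest on 1 library per fraction. The paper's text does not state whether both assays used the same cells, so the folds need not be equal under any processing.

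On the scale of RPL4 within each fraction, which no scaling of a library changes, the paper's qRT–PCR gave ADIPOQ at 0.000853 of RPL4 in A-HD and 0.00332 in A-LD, whereas the ratios of TPM were 0.114 and 0.232. For MGP the paper's values were 0.198 in A-HD and 0.0653 in A-LD, and the ratios of TPM were 0.0439 and 0.0246. A qRT–PCR ratio between genes also depends on the efficiency of each primer pair, so these values share a scale only where the efficiencies are equal. None of the alternatives set before the data were examined bears on the ratios.

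The paper's lists for Fig. 3e hold 121 genes for cluster 5 and 114 genes for cluster 3, and the lists used here hold the top 40 genes of each.

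The paper states that every cluster 5 marker was enriched in A-LD. MEST, in the top 40 of that cluster, had a log2 ratio of −0.59, and it stayed below 0 under every alternative, between −0.59 and −0.38. PDK4, in the top 40 of the SWAT cells, which the paper describes as enriched in A-HD, had a log2 ratio of 0.21 and stayed above 0, between 0.21 and 0.52.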

Other observations

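The tests of transcript length within the signatures and of LEP were chosen after the results were seen. So was the comparison of MEST and PDK4 with less expressed signature genes. Values relative to genes of the same length were added after the data were examined. The same holds for matching on length or GC content of lists other than the signatures. The other tests in this part were set earlier.

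The opposite directions of the signatures could come from the scaling of TPM, from a bias in length or GC content, or from a chance draw of genes. The tables argue against each of these as the whole cause. Over the scalings, the signature medians stayed at least 1.04 from 0. Random lists matched on length and expression had medians up to 0.18 (upper end of the central 95%) for the ADIPOQ+ size and down to −0.33 (lower end) for the SWAT size, and lists matched on GC content ran up to 0.26 and down to −0.27. Random lists matched on expression alone reached 0.24. A difference between the cells of the fractions remains as a hypothesis, without replicates.

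The fall of the log2 ratio with transcript length was not confined to the genes of 1 kind of cell. Across the ADIPOQ+ signature genes the Spearman rho with length was −0.48, and across the SWAT signature genes it was −0.37, both outside the central 95% of 2000 shuffles of the lengths. It was −0.68 across 12 signature genes known mainly from adipocytes. These values argue against a difference in the kinds of cells, with long matrix genes in A-HD, as the only cause. A difference in RNA integrity or fragment length between the libraries, which needs the trend in genes of every kind, is a candidate explanation. Neither integrity nor fragment length is known here, and a biological effect on long transcripts was not tested. The trend was there among genes with a mean TPM from 10 to 50 (−0.38) and of at least 50 (−0.32), and GC content had a weaker relation (0.12). A comparison of single genes between the fractions thus depends on their length, and ADIPOQ, at 4542 nt, moved from 0.95 to 1.34 relative to genes of the same length, while FABP4, at 911 nt, moved from 1.84 to 1.71.

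A-HD held adipocyte transcripts at a considerable level. One hypothesis is that the same adipocytes were in both fractions in different proportions, which would give genes known mainly from adipocytes one shared ratio. The 12 genes had an SD of 0.27 (log2), below the central 95% of random lists, 0.35 to 0.87, and an SD of 0.19 relative to genes of the same length. The hypothesis allows this for these genes, which were chosen by hand, and the result depends on that choice. They were taken from a signature selected for a single direction, whereas the random lists held no signature genes. A lower SD than in those lists can come from that selection, so it does not favour the hypothesis over others. With FABP4 (1.84) added the SD was 0.32, against a central 95% from 0.34 to 0.85, but over all 39 signature genes, not all of them known mainly from adipocytes, it was 0.50, inside the central 95% of 0.45 to 0.75, with CHI3L2 at 2.23 and CD36 at 0.43. If the hypothesis held, and if A-LD held adipocytes alone, up to 44.3% of the RNA in A-HD would come from adipocytes, or 37.1% relative to genes of the same length. Adipocytes of another state in A-HD were not excluded.

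LEP, which the paper follows as an adipocyte gene in its time course (Fig. 1h), went the other way from the adipocyte genes, with 30.2 TPM in A-HD and 8.12 TPM in A-LD. Its log2 ratio of −1.77 stayed between −1.89 and −1.47 under all alternatives. No gene overlaps it in GENCODE v44. A pool of the same adipocytes in both fractions would not give this ratio if LEP came from those cells. Among the 100 genes nearest in length and expression the 2.5th percentile was −1.46, and among those nearest in GC content and expression it was −1.33. Length or GC content alone is thus unlikely to account for the ratio of LEP. Without replicates, how far a single gene can fall by chance is not known here. The list of glucocorticoid response genes, an input to LEP, was at the 42.82nd percentile of random lists, but its 5 genes went both ways, from −0.99 to 0.26, so the list leaves that input open. For hypoxia, another input, the list was written after the ratios were seen and its result depends on 1 gene. It was first written with NDUFA4L2, which had already been seen to be higher in A-HD, and was then at the 1.90th percentile, outside the central 95%. NDUFA4L2 was taken out because it had been seen to differ, and the 13 remaining expressed genes were at the 3.91st percentile, inside it. Matched on length as well, the percentiles were 4.02 and 9.30. A hypoxia response thus cannot be told apart from other causes with these genes. LEP from cells other than the adipocytes of A-LD, or from adipocytes in another state, stays open and was not tested.

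MEST and PDK4, the signature genes on the other side of 0 in the TPM as deposited, had mean TPM values of 116 and 44.1, which are low for their signatures. Of all pairs of 1 gene from each signature, 5.9% had a mean expression as low. The signature genes with still lower values argue against low expression, where a TPM rests on few reads, as the cause. The 3 ADIPOQ+ genes with a lower mean TPM than MEST and the 5 SWAT genes with a lower mean TPM than PDK4 were all on the side of their signature, and so were the 4 and 7 genes with a lower product of TPM and length. All of these lay within 0.80 (log2) of their signature median, whereas MEST lay 1.68 and PDK4 1.45 away. Reads shared with overlapping genes and a difference in the regulation of MEST and PDK4 stay open and were not tested. The signatures came from single cells at an earlier time of induction than the 7 d of these libraries. Whether that difference in time bears on MEST and PDK4 was not tested either.

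Among genes outside the signatures, the immediate early list was at the 9.63rd percentile, with a median of −0.39 over its 8 genes and log2 ratios from −0.68 to 0.02. Stress genes from lifting and centrifugation were thus not among the genes that differ most, though a smaller response was not excluded. Of the 20 endothelial and immune markers, 14 were under 1 TPM in both libraries, among them PECAM1, VWF, PTPRC and LYZ, which argues against endothelial or immune cells as a source of the differences. The others were EGFL7, CD68 (112 TPM in A-HD and 74.5 TPM in A-LD), CD14, FCER1G, CD74 and LAPTM5, and went both ways. Proliferation genes had a median of −0.43 over the 8 expressed genes, at the 26.62nd percentile, and the 4 immune genes with a mean TPM of at least 1 were at the 71.99th percentile.

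The 5 canonical Wnt target genes that the paper names for cluster 3 were all higher in A-HD under each scaling, with log2 ratios of −1.01 for SFRP2, −0.97 for DPP4, −1.29 for DKK1, −1.40 for SNAI2 and −1.05 for WISP2, a median at the 0.10th percentile. SFRP2, DPP4 and WISP2 are also in the SWAT signature. Of 10 genes that commonly respond to Wnt as feedback targets, only AXIN2, TCF7 and ZNRF3 had a mean TPM of at least 1. In the TPM as deposited, all 3 were higher in A-HD, and AXIN2 had 3.6 TPM in A-HD and 1.35 TPM in A-LD. The median log2 ratio of the 3 was −0.20, at the 69.24th percentile, or 0.08 relative to genes of the same length. RNF43, SP5 and NOTUM were listed at 0 in both fractions. At such low TPM the added 1 shrinks the ratios, so the feedback targets leave a difference in Wnt activity open. The paper's Wnt reporter assay gave higher activity in A-HD than in A-LD cells. Of the Wnt ligands the paper names, WNT5A (24.9 TPM in A-HD and 6.73 TPM in A-LD) and WNT5B (40.1 and 14.8 TPM) were higher in A-HD, while WNT2B, WNT3 and WNT11 were under 2.5 TPM. The 9 pathway genes of Fig. 2j had a median of −0.51, at the 9.40th percentile, but 0.03 relative to genes of the same length and the 16.64th percentile of lists matched on length as well, so they give no direction apart from the trend with length.

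The 20 SWAT-only ligands and receptors of Supplementary Table 2 were all higher in A-HD, with a median of −1.35, below all 10000 random lists, whether or not these were matched on length as well. The 10 cluster 5-only ligands and receptors found in the table had a median of 0.05, with 5 on each side of 0, at the 79.48th percentile. Relative to genes of the same length their median was 0.39, at the 95.89th percentile of lists matched on length as well, toward A-LD but inside the central 95%. EFNB1 and EPHB6 had log2 ratios of −0.32 and −0.58.

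The progenitor markers THY1 (−1.51), ENG (−0.94) and NT5E (−1.34) were higher in A-HD. BGLAP was listed at 0 in both fractions, and SPP1, ACAN and COL2A1 were under 0.5 TPM. COMP had 86.0 TPM in A-HD and 35.0 TPM in A-LD, and ALPL had 95.9 and 67.9 TPM. COL10A1 had 0.54 TPM in A-HD and 0.21 TPM in A-LD, SMOC2 had 1.40 and 0.94 TPM, and FRZB had 1.60 and 0.37 TPM. The genes ID1 (−0.39), ID3 (−0.78), KRT18 (−1.63) and POSTN (−1.65) were also higher in A-HD.

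In the paper's qRT–PCR, MGP was 232 times as abundant as ADIPOQ in A-HD and 19.6 times in A-LD, by the 2^−ΔCt values of its source data. In the TPM values, MGP was 0.384 times as abundant as ADIPOQ in A-HD and 0.106 times in A-LD. The order of the genes is thus opposite between the assays, and the efficiencies of the primers and the origin of the cells in each assay were not analysed here.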
